# Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System

**DOI:** 10.1371/journal.pone.0030943

**Published:** 2012-01-23

**Authors:** Chris D. M. Rodley, Ralph S. Grand, Lutz R. Gehlen, Gary Greyling, M. Beatrix Jones, Justin M. O'Sullivan

## Abstract

Nuclear and mitochondrial organelles must maintain a communication system. Loci on the mitochondrial genome were recently reported to interact with nuclear loci. To determine whether this is part of a DNA based communication system we used genome conformation capture to map the global network of DNA-DNA interactions between the mitochondrial and nuclear genomes (Mito-nDNA) in *Saccharomyces cerevisiae* cells grown under three different metabolic conditions. The interactions that form between mitochondrial and nuclear loci are dependent on the metabolic state of the yeast. Moreover, the frequency of specific mitochondrial - nuclear interactions (*i.e. COX1*-*MSY1* and *Q0182*-*RSM7*) showed significant reductions in the absence of mitochondrial encoded reverse transcriptase machinery. Furthermore, these reductions correlated with increases in the transcript levels of the nuclear loci (*MSY1* and *RSM7*). We propose that these interactions represent an inter-organelle DNA mediated communication system and that reverse transcription of mitochondrial RNA plays a role in this process.

## Introduction

Mitochondria have a central role within the metabolic systems of cells. In yeast (*Saccharomyces cerevisiae*), as in other organisms, the mitochondrial organelle contains a genome that encodes an essential subset of the electron transport chain components [1] that are necessary for respiratory growth [2].

The mitochondrial genome has drastically reduced in size during the course of evolution to the point that ∼98% of the genes required for mitochondrial function are encoded within the nuclear chromosomes [3]. Consequently, mechanisms must exist to co-ordinate and control the expression of the nuclear- and mitochondrial genome- encoded genes in order to maintain and control mitochondrial function [4], [5]. Intriguingly, despite the fact that the majority of mitochondrial genes have transferred to the nuclear genome, transfer of mitochondrial DNA (mtDNA) to the yeast nucleus remains an on-going process with mtDNA being used to repair double stranded breaks in yeast nuclear chromosomes under certain conditions [6]. Unstable mitochondrial plasmids have also been observed to transfer into the yeast nucleus [7], [8] in a nuclear gene (*e.g. YME1*, *YME2*) dependent manner [8]–[10]. The nuclear functions of these transferred mtDNAs are unknown, however elevated mitochondria to nucleus DNA migration rates correlate with accelerated chronological aging in yeast [11].

Distal regulatory regions (*e.g.* enhancers) are known to loop within chromosomes in order to interact with the promoter region of the genes that they control [12]. Furthermore, enhancers can also interact with promoters on different chromosomes to control gene expression [13], [14]. These types of inter- and intra-chromosomal interactions can be captured using proximity-based ligation methodologies (*e.g.* Chromosome Conformation Capture (3C) [15]) that incorporate high resolution (*i.e.* ∼2 Å [16]) cross-linking of interacting DNA strands, restriction digestion, dilution, and ligation to identify DNA sequences that interact within a cell. Using a proximity-based ligation method that we developed to observe the global set of genome wide interactions (Genome Conformation Capture (GCC)), we previously observed that nucleic acids of mitochondrial origin interact with nuclear loci (hereinafter referred to as Mito-nDNA interactions) in *S. cerevisiae* [17]. Surprisingly these inter-organelle, Mito-nDNA interactions are frequent and statistically significant suggesting that they perform a hitherto unrecognized role within yeast cells [17]. Furthermore, analysis of one of these interactions demonstrated carbon source dependence [17]. Intriguingly, the quality and quantity of mitochondrial DNA has been shown to affect patterns of nuclear transcription [18], [19] and replication [20] in yeast.

In this study we explore the hypothesis that inter-organelle interactions respond to the metabolic status of the cell to regulate nuclear transcript levels. Using GCC we identify dramatic differences in both the frequency and identities of inter-organelle interactions occurring in *S. cerevisiae* during growth on glucose, galactose (*i.e.* respiro-fermentation [21], [22]), and glycerol lactate (*i.e.* solely respiration). We also demonstrate that Interactions between mitochondrial genes (*i.e. COX1* and *Q0182*, a dubious mitochondrial ORF) and nuclear encoded loci (*i.e. MSY1* and, *RSM7*, respectively), are dependent upon a functional electron transport chain and mitochondrial encoded reverse transcriptase machinery. Finally, the levels of the nuclear encoded *MSY1* and *RSM7* gene transcripts are increased when the interaction frequency is reduced by the knockout of mitochondrial reverse transcriptase activity. On the basis of these results we propose that reverse-transcription mediated inter-organelle DNA interactions are a novel form of communication between mitochondria and the nucleus.

## Results

We previously captured Mito-nDNA interactions in *S. cerevisiae* cells grown in glucose by GCC [17]. A detailed investigation of one of these Mito-nDNA interactions (between the *COX1* gene (Mt: 24872–26193 bp) and the nuclear encoded *MSY1* gene (Chr XVI; 365496–365760 bp), herein after denoted *COX1-MSY*) [17] demonstrated that it was carbon source dependent. Therefore, we hypothesized that Mito-nDNA interactions would alter, on a global scale, according to the cell's metabolic state, and in particular, the carbon source used for growth. Thus, we used GCC to generate comprehensive maps of the Mito-nDNA interactions in *S. cerevisiae* during exponential growth in media containing glucose, galactose, or glycerol lactate. Two biological replicates were prepared and analyzed for each condition. 

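GCC ligates cross-linked chromatin fragments and counts each sequenced ligation product towards a pair of MspI fragments. The data used here are the interaction networks of the glycerol lactate and galactose samples. Sequences of the 2 biological replicates were combined by the authors in each network, so no error between replicates can be given, and a test on the 2 networks compares those libraries, not the conditions. The glucose network was not analysed here. Cultures were harvested at 30 °C and an OD600 of 0.6. The main methods give 2% glycerol in the glycerol lactate medium and Methods S1 gives 1%. The read length is 36 bp in the paper and 38 bp in the sample labels. The authors positioned the reads without mismatches on the yeast nuclear, mitochondrial and 2-micron sequences and on the control sequences, and deposited a table of uniquely mapped and a table of all mapped sequences for each condition. Values are counts without normalization. Uniquely mapped sequences gave 3221104 counts over 342659 pairs in glycerol lactate and 2338837 counts over 713131 pairs in galactose. Adjacent fragments held 80.3% of these counts in glycerol lactate and 58.0% in galactose. All mapped sequences gave 10160059 and 8474217 counts, respectively. The paper's read totals are 49134906 and 48419385, and the values below use the counts in the tables. Mito-nDNA pairs were taken from the uniquely mapped sequences and Mito-rDNA pairs from all mapped sequences. The rDNA was taken as the 47 MspI fragments of chromosome XII from 451474 to 469370, on the reference sequences named in Methods S1. These fragments span 2 reference copies of the repeat, which were kept apart. The same Mito-rDNA pair can therefore be counted once in each copy. Intervals are 95% Wilson intervals for shares and cover counting error only, since amplified copies cannot be told from separate ligations. They treat counts as independent. Counts at or above the cut-off come at least 3 to a pair, so intervals on their sums are too narrow.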

Interaction networks were constructed from 36 bp paired end Illumina Genome Analyzer sequence reads (total reads; glucose 56,167,792, galactose 48,419,385, glycerol lactate 49,134,906) of GCC libraries prepared using *MspI* digested chromatin.

Statistical and experimental methods were used to determine if the Mito-nDNA interaction patterns could have been generated by experimental noise alone, which would be expected to produce random pairings of fragments from the two genomes. *In silico* simulations (100,000) were performed [17] to determine the maximum count of a particular interaction that would be observed under this random noise model, given the same number of sequences, interactions and fragments as in the experimental data. These results showed that the real dataset deviates from a random distribution and, therefore, we conclude that the interaction patterns cannot be attributed to noise alone under any of the conditions, in each case with a p-value less than 10^−5^. 

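Random pairing was simulated 100000 times per condition, with the numbers of counts and fragments found in the uniquely mapped network and equal probability for each pair. Glycerol lactate held 88107 counts between 132 mitochondrial and 12825 other fragments, and galactose held 27596 counts between 131 and 10748 fragments. The largest simulated count was 6 in glycerol lactate and 5 in galactose. The largest observed counts were 41, for a Mito-rDNA pair, and 32, for a Mito-nDNA pair, and the p-value was 1e-05 in both, the smallest that the simulations can give. The simulations were repeated with pairing in proportion to each fragment's own total. The median of the largest simulated count was then 52 in glycerol lactate (one-sided p = 0.963) and 17 in galactose (p = 0.00058), and a permutation that kept these totals exactly, chosen after the data were seen, gave p = 0.967 and 0.00046. The glycerol lactate p-values therefore concern a Mito-rDNA pair. For Mito-nDNA pairs with a count of at least 3, the observed number was 6.53 times that expected from the product of totals in glycerol lactate and 3.64 times in galactose, the model set in advance. With totals kept exactly, chosen after these ratios were seen, it was 8.42 and 6.91 times. From the distance between the observed maximum and the equal-probability simulations, the paper concludes that noise alone does not account for the interaction patterns.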

Subsequently, we performed analyses to determine what frequency individual interactions have to achieve before they are deemed to be present at a level above experimental noise (Methods S1). As a result, we identified 8678 statistically significant interactions occurring between the nuclear and mitochondrial genomes during glucose growth, 1780 during galactose growth, and 8153 during growth in glycerol lactate (Table 1). 

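In the uniquely mapped network of glycerol lactate, 1208 Mito-nDNA pairs had a count of at least 3, and these pairs summed to 3879 counts. In galactose, 76 pairs reached that count and summed to 278. Random pairing with equal probability gave an expectation of 33.2 and 1.51 such pairs, respectively, from the binomial tail. Mito-rDNA pairs with a count of at least 3 numbered 4639 in glycerol lactate and 1581 in galactose, and summed to 32811 and 7195 counts. Of the other cut-offs tried (2, 4 and 5), a cut-off of 5 moved the number of Mito-nDNA pairs most as a fold, to 33 in glycerol lactate and 3 in galactose, and a cut-off of 2 gave 8656 and 1282.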

The numbers of interactions in each condition did not correlate with the measured mitochondrial copy number (Table S1). Biological replicates for each condition were highly correlated for statistically significant interactions (R^2^ = 0.78, 0.93, 0.93, respectively; Figure S1 and Methods S1). Accordingly, sequences from biological replicates were combined and reanalyzed.

**Table 1:** Inter-organelle interactions are carbon source dependent.

	Glucose	Glycerol Lactate	Galactose
**Mito-nDNA Interactions**	363	3879	278
**Mito-rDNA Interactions**	8315	4274	1512
**Total**	**8678**	**8153**	**1780**

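The summed counts of Mito-nDNA pairs at or above the cut-off were 14.0-fold higher in glycerol lactate than in galactose (95% interval if counts were independent 12.4 to 15.8). The number of pairs was 15.9-fold higher (12.6 to 20.0). Counts within a pair are not independent, so the first interval is too narrow. Without a cut-off, Mito-nDNA counts were 83910 and 26312, a ratio of 3.19. With all mapped sequences in place of the uniquely mapped ones, the ratio of summed counts at or above the cut-off was 1.35 and that of pairs was 4.16. The highest and the next highest of these pairs joined mtDNA to telomeric fragments of chromosomes IX and X. The chromosome IX pair held 13.0% of that sum in glycerol lactate and 17.9% in galactose. The chromosome X pair held 12.7% and 18.1%, respectively. Both had a count of 0 in the uniquely mapped sequences.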

There was a >10 fold increase in the number of Mito-nDNA interactions during growth in glycerol lactate (respiration) as compared to growth in glucose and galactose (respiro-fermentation). 

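Mito-nDNA and Mito-rDNA pairs at or above the cut-off together summed to 36690 counts in glycerol lactate and 7473 in galactose. Counted as distinct pairs, the totals were 5847 and 1657.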

Growth on galactose resulted in less Mito-nDNA and Mito-rDNA interactions combined, compared to the other two conditions. Statistically significant DNA-DNA interactions were divided according to whether the mtDNA was interacting with nuclear rDNA, or with unique nuclear loci. Corrections for the copy numbers of the rDNA repeats and the mitochondrial genome were incorporated into the significance calculations (Methods S1).

To experimentally control for spurious inter-molecular ligation events during the GCC process, samples were spiked with two ligation controls during library preparation. The first ligation control consisted of PCR products amplified from *Escherichia coli* or Lambda bacteriophage (Table S2) that were added (1∶1 ratio with the nuclear genome copy number) before the GCC ligation step. These controls were designed to estimate the frequency of random inter-molecular ligation events during GCC library preparation. A maximum of 47 separate ligation events were observed, none of which occurred at levels above the statistically defined experimental noise threshold. 

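The Lambda fragment was present in the galactose network only. In the uniquely mapped table it was joined to 47 different fragments, and the largest count of any such pair was 2. Pairs with the E. coli control numbered 0 in the uniquely mapped tables of both conditions. Methods S1 places that control in the glucose samples, so its absence here says nothing about random ligation. By the same account, glycerol lactate received neither the Lambda nor the E. coli control.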

The second ligation control consisted of the addition of pUC19 plasmid to the sample following the GCC ligation in order to control for random ligation events during high-throughput sequencing library preparation. We observed a maximum of six interactions between pUC19 and the rest of the genome; again none of these interactions were above the statistically defined experimental noise threshold. These controls show that random inter-molecular ligations occur at very low frequencies that are below our noise threshold for significant interactions. This is true even for the high copy number rDNA and mitochondrial DNA elements and thus provides empirical evidence that random ligation events during sample preparation do not account for the interactions we observe.

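In the uniquely mapped tables, pUC19 was joined to 10 other fragments in glycerol lactate and to 1 in galactose, each with a count of 1. Of the 10 in glycerol lactate, 8 were nuclear, 1 was mitochondrial and 1 was of the 2-micron plasmid. In comparison, pairs of fragments within pUC19 held 959 and 644 counts, respectively.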

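In the tables of all mapped sequences, from which Mito-rDNA pairs are taken, 4 Lambda pairs in galactose reached the cut-off, with a largest count of 3, among 77 pairs with 95 counts. In glycerol lactate, 2 of 21 pUC19 pairs reached it. In galactose, 5 pUC19 pairs held 6 counts and 0 reached it. Galactose also held 1 pair with the E. coli control, with a count of 1, although Methods S1 places that control in the glucose samples.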

Significant interactions were separated into two pools, those which occur between the mtDNA and the nuclear ribosomal DNA repeats (Mito-rDNA), and those between mtDNA and unique nuclear loci (Mito-nDNA; Table 1). The rDNA repeats form part of the nucleolus and encode the rRNA component of the cytosolic ribosomes. 

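Of the summed counts at or above the cut-off, Mito-rDNA pairs held 89.4% in glycerol lactate (89.1 to 89.7) and 96.3% in galactose (95.8 to 96.7). As distinct pairs, the shares were 79.3% (78.3 to 80.4) and 95.4% (94.3 to 96.3). Among the alternatives set in advance, the share moved most without a cut-off, to 29.4% and 30.8%. No correction for rDNA or mitochondrial copy number was applied to these counts.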

The rDNA repeats constitute ∼9.8% of the yeast genome; yet, the Mito-rDNA interactions constitute 95.8%, 52.4%, and 84.5% of the total interactions between the nuclear and mitochondrial genomes in glucose, glycerol lactate, and galactose, grown cells, respectively. There does not appear to be an interaction “hotspot”, with Mito-rDNA interactions evenly spread across the 9.1 kb rDNA repeat (data not shown). Hence, Mito-rDNA interactions are over-represented within the data-set and are carbon source dependent (Table 1). 

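The 9.1 kb repeat is present as 2 copies in the reference. Counts from all mapped sequences were added over the 22 MspI fragments that the copies share, which held 31783 Mito-rDNA counts in glycerol lactate and 10777 in galactose. Among the 14 fragments of at least 100 bp, counts ran from 1279 to 2683 per fragment in glycerol lactate, a 2.10-fold range, and from 382 to 1020 in galactose, a 2.67-fold range. Per kb, the same fragments ran from 1539 to 22794 counts and from 568 to 10000 counts. Spearman's rho between count and fragment length across the 22 fragments was 0.824 and 0.599. Counts in proportion to length were tested by a chi-squared statistic against 100000 simulations, with p = 1e-05 in both conditions, the smallest the simulations can give. The test treats counts within a pair as independent and was not repeated on distinct pairs, so its p-values cover counting error only.

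**Figure D1:**
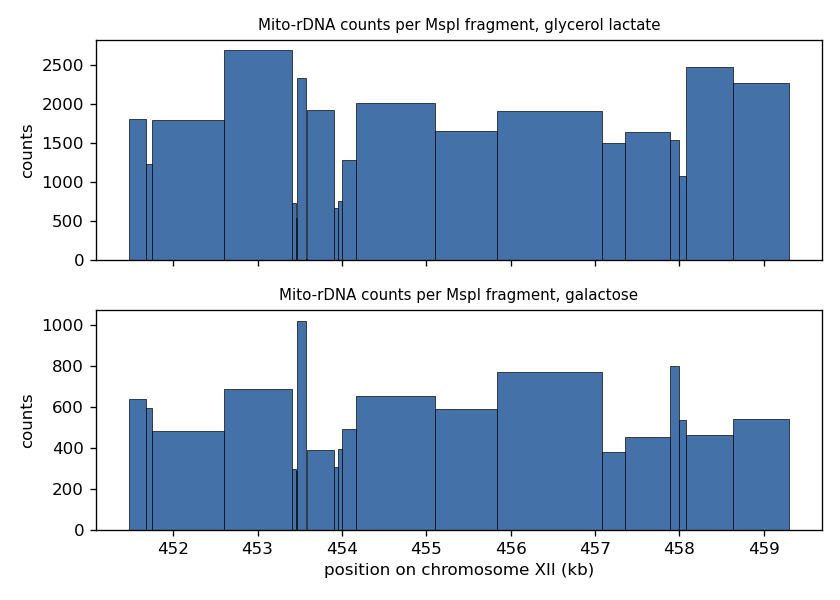
Mito-rDNA counts (vertical axis) on each MspI fragment of the rDNA repeat, by position on chromosome XII in kb (horizontal axis), in glycerol lactate and galactose. Bar widths are fragment lengths, and the highest bars are 2683 and 1020 counts.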

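The Mito-rDNA share of summed counts was 6.85 percentage points higher in galactose than in glycerol lactate (odds ratio 3.06, two-sided Fisher's exact test between the libraries, p = 2.2e-92). Counts within a pair are not independent. On distinct pairs the difference was 16.1 points (p = 1.4e-65, Fisher's exact test). Those pairs count the reference copies of the repeat apart, so they are not independent either. Mito-nDNA was counted in uniquely mapped sequences and Mito-rDNA in all mapped ones. With both from all mapped sequences, chosen after the data were seen, the direction reversed, to 62.5% in glycerol lactate and 33.0% in galactose, while on distinct pairs the share stayed higher in galactose, by 6.60 points.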

We also observed considerable alterations to the numbers of Mito-nDNA interactions. Moreover, the mitochondrial regions that are involved in interactions with the nDNA are not uniformly distributed across the mitochondrial genome (Figure S2).

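In glycerol lactate the highest Mito-nDNA count, 29, joined mtDNA 41561 to 41920 (COB, BI4) and chromosome IV 1337651 to 1341680 (GPI19, THI74, LRS4). This pair had a count of 13 in galactose, the next highest after 32 for mtDNA 17290 to 24261 (COX1 and its introns) with chromosome X 638757 to 640424 (RSM7, YJR115W). The chromosome X pair had a count of 17 in glycerol lactate. The COX1 fragment also formed the pair ranked after these, with chromosome XV 1011308 to 1023183 (VTS1, PDE2, PRT1, PRE10, PIP2) in glycerol lactate, with a count of 9, and with chromosome IX 60674 to 66331 (YIL151C, MCM10, MLP2) in galactose, with a count of 6. Of the 76 galactose pairs at or above the cut-off, 4 were also at or above it in glycerol lactate, where 0.343 were expected from the fragments' totals, and 16 were seen at any count, where 10.0 were expected.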

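Mito-nDNA counts at or above the cut-off were compared with fragment length along mtDNA by a chi-squared statistic against 100000 simulations. The statistic was 1844 in glycerol lactate and 222 in galactose. The p-value was 1e-05 in both, the smallest the simulations can give. Counts within a pair are not independent. On distinct pairs the p-value stayed at 1e-05 in glycerol lactate and was 0.321 in galactose.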

In order to determine whether the observed changes in Mito-nDNA interactions are chromosome specific, we asked whether nuclear chromosome length correlates with the number of interactions identified for each individual chromosome. The number of Mito-nDNA interactions per nuclear chromosome is highly correlated with chromosome length in the glycerol lactate condition, but not in glucose or galactose (Figure 1). This discrepancy is mainly due to the deviation of chromosome X from the trend during growth in glucose and galactose. 

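Across the 16 nuclear chromosomes, the share of Mito-nDNA counts at or above the cut-off was related to chromosome length with Pearson's r = 0.951 in glycerol lactate (p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2e-05) and r = 0.624 in galactose (p = 0.0096, adjusted p = 0.0096, two-sided permutation test). Spearman's rho was 0.935 (p = 1e-05, adjusted p = 2e-05) and 0.678 (p = 0.0049, adjusted p = 0.0066). The 4 correlations were adjusted together by the Benjamini-Hochberg method. Chromosomes are not independent replicates. At a cut-off of 4, galactose gave r = 0.349 (p = 0.185), and without a cut-off r was 0.995 in both conditions.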

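Chromosome X, with 6.19% of the nuclear length, held 17.3% of the galactose counts at or above the cut-off (13.3 to 22.1) and 5.59% of those in glycerol lactate (4.91 to 6.36). Its 48 galactose counts came from 6 pairs, so that interval is too narrow. Without chromosome X, Pearson's r with length was 0.811 in galactose (p = 0.00015, permutation test) and 0.952 in glycerol lactate.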

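The MspI fragment of chromosome X that spans RSM7 and YJR115W, 1668 bp long, held 36 of the 48 galactose counts of chromosome X at or above the cut-off, in 2 pairs. This is 12.9% of the Mito-nDNA counts of that set. In glycerol lactate the fragment held 27 of 217, in 3 pairs, or 0.696%. With this fragment left out, Pearson's r between the chromosomes' share and length was 0.808 in galactose.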

Intriguingly, the increase in mtDNA interactions with chromosome X is accounted for by a single nuclear *MspI* fragment that encompasses the promoter region and part of the coding sequences of two divergent ORFs: one uncharacterized ORF (YJR115W), and *RSM7* which encodes a mitochondrial small subunit ribosomal protein. 

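With the RSM7 fragment, galactose counts of at least 2 were found for mtDNA 67982 to 68677 (a tRNA between SCEI and COX2, count 4), 50806 to 51062 (between VAR1 and SCEI, count 2), 62887 to 64521 (count 2) and 84270 to 84492 (beside COX3, count 2), besides the COX1 fragment. In glycerol lactate, the counts were 6 for 84270 to 84492, 4 for 67982 to 68677, and 2 each for 12812 to 17289 (COX1), 53852 to 54615 and 56153 to 56289 (both between VAR1 and SCEI). Counts of 2 are below the cut-off.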

Numerous mtDNA *MspI* fragments, including fragments surrounding or overlapping the *COX1*, *COX3*, *VAR1* and *SCE1* genes, interact with this one region on chromosome X.

**Figure 1:**
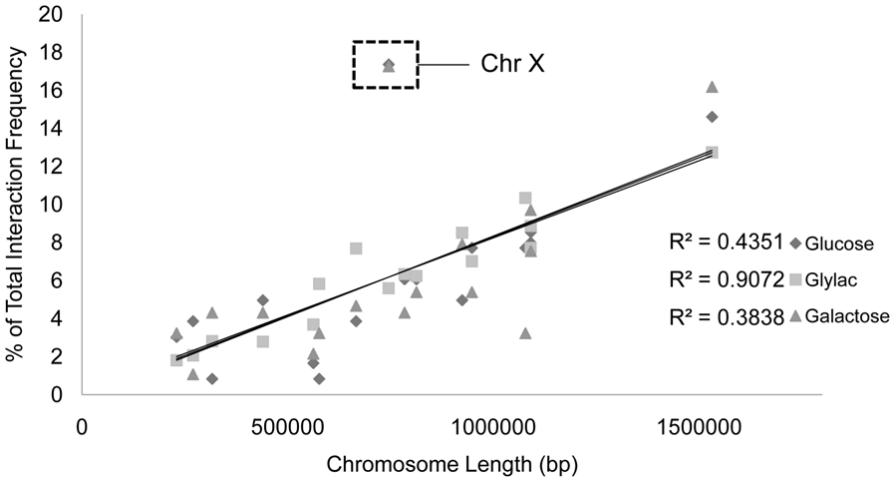
The number of Mito-nDNA interactions correlates with chromosome length, except chromosome X. Statistically significant Mito-nDNA interactions, occurring above the expected noise level (selected to have a false positive rate of between 1 and 3%), have been summed for each nuclear chromosome and expressed as a percentage of the total number of interactions for the particular sample before being plotted according to chromosome length in base pairs. Interactions included in this analysis are between the mitochondrial genome and nuclear chromosomes, with the 2-micron plasmid and rDNA interactions removed. The length of chromosome XII has been reduced to account for the rDNA interactions being removed.

Yeast mitochondrial escape mutants (YME) [8] have been previously implicated in an elevated rate of transfer of unstable mitochondrial plasmids to the yeast nucleus [7]–[10]. Therefore, we predicted that the YME pathway was the source of mtDNA fragments interacting with the nuclear genome, and that mutations within this pathway would result in an increase in the frequency of inter-organelle DNA interactions. To test this prediction, we used quantitative 3 C to compare the frequency of the strong *COX1-MSY1* interaction (identified in [17]) in *S. cerevisiae* YME knockout mutants (*i.e. Δyme1*, *Δyme2*). Contrary to expectations, we observed a significant decrease in the frequency of the *COX1-MSY1* interaction in the Δ*yme1* strain as compared to the wild-type (T-test [Paired P(T< = t) one-tail, n = 4] p = 0.010; Figure 2). Deletion of *YME2* or a functionally unconnected nuclear gene (*ADE2*) did not significantly affect the *COX1-MSY1* interaction frequency (t-test [paired P(T< = t) one-tail, n = 4] p = 0.377 and 0.103 respectively; Figure 2). These results suggest that the source of the mtDNA that participates in the Mito-nDNA interactions is not the unstable mitochondrial plasmids that were previously identified as escaping the mitochondria for the nuclear compartment.

**Figure 2:**
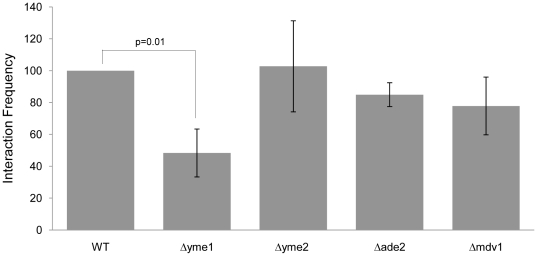
Deletion of *yme1* causes a significant reduction in the frequency of the mitochondrial-nuclear *COX1*-*MSY1* interaction. Interaction frequency between the mitochondrial *COX1* and nuclear *Msp*I fragments was assayed by quantitative 3 C (Methods S1) in wild-type (*S. cerevisiae* BY4741), Δ*yme1* (BY4741 Δ*yme1*), Δ*yme2* (BY4741 Δ*yme2*), Δ*ade2* (BY4741 Δ*ade2*) and Δ*mdv1* (BY4741, Δ*mdv1*) strains. Interaction values were corrected for mitochondrial genome copy number (see Methods) and are expressed as percentages of wild-type (set at 100%) +/− standard error of the mean (n = 4). Deletion of an unconnected gene (*ade2*) did not significantly affect interaction frequency. T-tests (paired P(T< = t) one-tail, n = 4) were performed to determine the significance of observed variations: wild-type: Δ*yme1* p = 0.01; wild-type: Δ*yme2* p = 0.377; wild-type: Δ*ade2* p = 0.103; wild-type: Δ*mdv1* p = 0.143; Δ*yme1*: Δ*mdv1* p = 0.210. Only Δ*yme1* demonstrated a significant difference.

Deletion of *YME1* results in an elevated rate of mitochondrial turn-over as well as an abnormal globular mitochondrial morphology [9], [23]. Therefore, it is possible that this fragmented mitochondrial phenotype contributes to the reduction in the *COX1-MSY1* interaction frequency we observed in the *yme1* deletion strain. To test this we arrested yeast cells with α-factor, which results in a fragmented mitochondrial network [24] that is phenotypically similar to the one observed in *yme1* deletion strains [23]. We also deleted the mitochondrial fission gene (*MDV1*) to create strains that are unable to correctly fragment mitochondria [25], [26]. Interestingly, we observed a similar reduction in the *COX1*-*MSY1* interaction frequency upon α-factor induced synchronization (Figure S3). However, the interaction frequency measured in the Δ*mdv1* strain was intermediate between that observed for the wild-type and Δ*yme1* strains, and not significantly different from either (T-test [Paired P(T< = t) one-tail, n = 4] wt-Δ*mdv1* p = 0.143, Δ*mdv1*-Δ*yme1* p = 0.210; Figure 2). Therefore, it is unlikely that mitochondrial fragmentation is directly responsible for the observed changes in *COX1*-*MSY1* interaction frequency.

We next postulated that an abnormal mitochondrial morphology, coupled with elevated mitochondrial turnover would result in a disturbance of the mitochondrial ATP synthesis pathway, and this may explain the observed reduction in the frequency of the *COX1-MSY1* interaction. Therefore, we tested the inter-organelle *COX1-MSY1* interaction for ATP dependence by treating yeast cells with an electron transport chain uncoupling agent, 2,4-Dinitrophenol (DNP), at a concentration (5 mM) that inhibits respiration but allows fermentation (Figure S4). We observed a significant time-dependent decrease in the frequency of the *COX1-MSY1* interaction in the presence of DNP (t-test p<0.05; Figure 3A), as measured by quantitative 3 C. However, an interaction between two nuclear loci (nDNA-nDNA; Chr VII: 868673–873686 bp - Chr IX: 172565–173311 bp) was also shown to be affected by treatment with DNP (Figure 3B). The observed dependence of the nDNA-nDNA interaction on a proton gradient across the mitochondrial membrane, and thus mitochondrial ATP synthesis, suggests that formation of these DNA-DNA interactions is ATP dependent.

**Figure 3:**
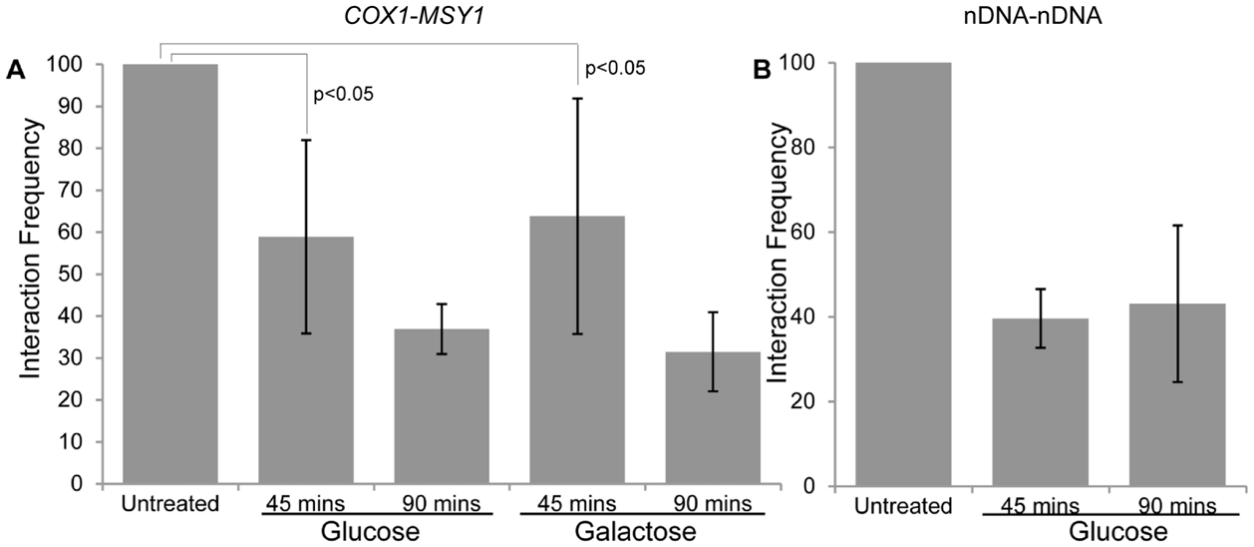
A functional electron transport chain is required to maintain the interaction between the mitochondrial *COX1* and nuclear *MSY1* loci. Uncoupling of the electron transport chain was achieved by 2,4-dinitrophenol (5 mM) treatment of exponentially growing *S. cerevisiae* in synthetic complete media, containing glucose or galactose, for the indicated time (Figure S4). *COX1-MSY1* A) and nDNA-nDNA B) interaction frequencies were determined by quantitative 3 C analyses using fluorescent probes (see Methods S1). Interaction values in A) were corrected for mitochondrial genome copy number while those in B) were corrected for nuclear genome copy number (see Methods). Interaction values were expressed as percentages of the untreated sample (set at 100%) +/− standard error of the mean (n = 3).

The region of the *COX1* gene involved in the *COX1*-*MSY1* interaction overlaps the non-essential group II mitochondrial aI5γ intron. There are four Group II introns present within yeast mitochondria (aI1, aI2, bI1, and aI5γ) and these introns encode functional splicing, reverse transcriptase, or endonuclease machinery [27]–[31]. Only the aI1 and aI2 introns encode reverse transcriptase [32] activity while the aI5γ intron encodes endounuclease activity [33], [34] but not reverse transcriptase activity [35]. Therefore, we postulated that reverse transcription of the mitochondrial group II introns might be involved in the *COX1*-*MSY1* interaction. To test this we measured the *COX1*-*MSY1* interaction using quantitative 3 C on a strain which only contained the *COX1* aI5γ intron (*i.e.* 161-U7 GII-0 aI5γ; Figure 4A). We observed a 40–60% decrease in the inter-organelle *COX1-MSY1* interaction in the GII-0 aI5γ strain relative to the wild type (Figure 4B). We concluded that the partial dependence of the *COX1*-*MSY1* interaction upon the presence of the group II introns reflects a role for reverse transcription in the inter-organelle interactions. However, part of the *COX1-MSY1* interaction remains independent of mitochondrial encoded reverse transcriptase.

**Figure 4:**
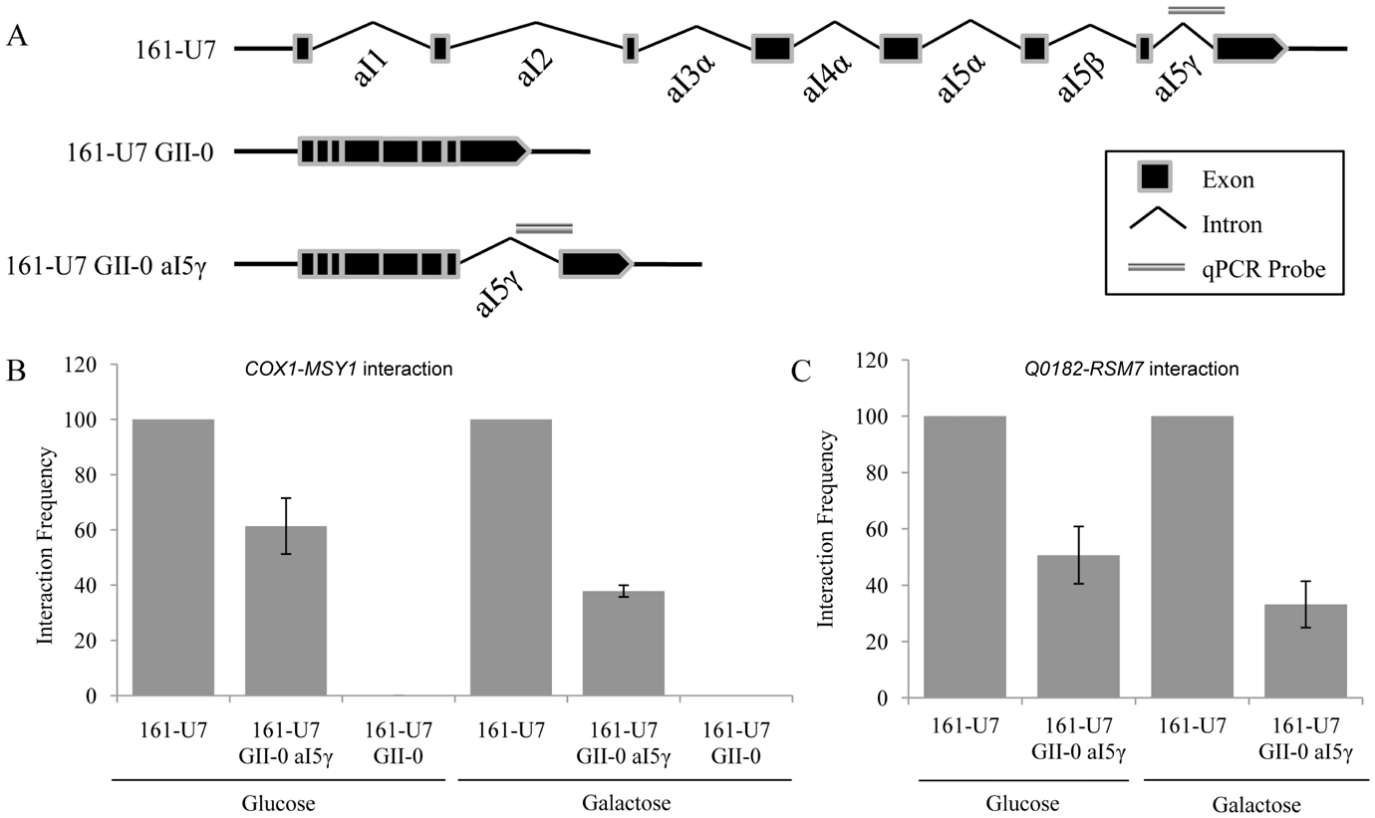
Mito-nDNA interactions require active mitochondrial reverse transcriptase machinery. A) Illustration of *COX1* gene arrangement in the WT (161-U7), intron a15γ (161-U7 GII-0 a15γ), and no mitochondrial group II introns (161-U7 GII-0) strains. Group II introns within the *COX1* gene encode functional reverse transcriptase. The region of *COX1* that participates in the *COX1*-*MSY1* interaction is indicated (qPCR probe). Strain 161-U7 GII-0 was included as a control to rule out a nuclear sequence, originating from a mitochondrial integration within the nuclear genome (NUMT), being responsible for the observed interaction. B) *COX1-MSY1* interaction frequencies for wt and intron mutants, illustrated in A), grown in glucose or galactose. C) *Q0182*-*RSM7* interaction frequencies for mitochondrial reverse transcriptase mutant 161-U7 GII-0 a15γ, illustrated in A), grown in glucose or galactose. Interaction frequencies are expressed as percentages of the wild-type *S. cerevisiae* strain 161-U7 for each carbon source (set at 100%) +/− standard error of the mean (n = 3). Interaction values in B) and C) were corrected for nuclear genome copy number to facilitate direct comparison.

It remained to be seen if interactions involving other mitochondrial loci required the presence of the type II introns and hence reverse transcriptase. We examined the interaction frequency between a dubious mitochondrial ORF (*Q0182*; mtDNA [65783–65903 bp]), that does not contain any group II introns and therefore is not altered in the 161-U7 GII-0 strain, and the nuclear encoded *RSM7* (Chr X [638756–640423 bp]) gene. The *Q0182*-*RMS7* interaction frequency decreased in the absence of the mitochondrial group II introns (Figure 4C). These results confirm that this phenomenon is not restricted to interactions involving *COX1*.

Our results suggested that the nucleic acids of mitochondrial origin which participate in the Mito-nDNA interaction are reverse transcribed from RNA intermediates prior to transfer to the nucleus as cDNAs. However, it remained possible that the Mito-nDNA interactions we observed did not involve inter-organelle transfer. Rather, these interactions might have been completely or partially due to interactions between nuclear loci and mitochondrial sequences that had been integrated into the nuclear genome (*i.e.* nuclear-mitochondrial sequences (NUMTs)). To rule out the possibility that NUMTs were involved, we performed quantitative 3 C analyses in strains without (*i.e.* 161-U7 GII-0) the *COX1* aI5γ intron (Figure 4A and B). Removal of aI5γ, and hence the probe site (Figure 4A), resulted in complete loss of detectable *COX1*-*MSY1* interactions (Figure 4B). This confirmed that the *COX1-MSY1* interaction involves DNA that is directly derived from the mitochondrial genome and not a NUMT.

The number of significant (Methods S1) Mito-nDNA interactions increased >10-fold in respiring (*i.e.* glycerol lactate grown) cells, relative to glucose or galactose grown cells (Table 1). This increase was not due to a higher number of sequence reads for the respiring sample. Thus, a greater number of unique nuclear loci connect to mtDNA during respiratory growth when the mitochondria are most active. This result, coupled with the need for a functional electron transport chain and reverse transcriptase machinery, led us to hypothesize that the Mito-nDNA interactions are functional in nature, and specifically that they are capable of controlling the transcript levels of the nuclear loci with which they interact. To test this we performed quantitative reverse transcriptase PCR (qRT-PCR) to determine the transcript levels of the nuclear encoded *MSY1* and *RSM7* genes in WT cells, the mitochondrial group-II intron knockout mutant (161-U7 GII-0), and strain 161-U7 GII-0 aI5γ (Figure 4A). 

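Mito-nDNA counts made up 2.61% of all uniquely mapped counts in glycerol lactate (2.59 to 2.62) and 1.13% in galactose (1.11 to 1.14), a ratio of 2.32. When the glycerol lactate Mito-nDNA counts were drawn at random to the galactose total of these counts, 1000 draws gave on average 53.9 pairs at or above the cut-off (SD 6.70 across draws, 27 to 72), below the galactose number in all 1000 draws. The summed counts were on average 174. These draws set the totals of Mito-nDNA counts equal, not the numbers of reads. When the galactose counts were instead drawn to the depth of counts between nuclear chromosomes in glycerol lactate (188397 against 369771), 1000 draws gave on average 14.0 pairs (5 to 23), and the ratio of glycerol lactate to galactose was 86.4.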

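The Mito-nDNA pairs at or above the cut-off involved 1136 nuclear MspI fragments in glycerol lactate and 75 in galactose, of 13800 outside the rDNA. The sets shared 9 fragments, where 6.17 were expected by chance. At any count, 12811 and 10737 nuclear fragments were seen with mtDNA.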

We found that the population transcript level of the *MSY1* gene is significantly higher (t-test, two-sample unequal variance, one-tail, n = 2, p = 0.0007) in strain 161-U7 GII-0 (Figure 5A), which does not contain the probe site and, therefore, has no detectable *COX1*-*MSY1* interaction (Figure 4A and B), thus identifying the maximum transcript level in the absence of detectable inter-organelle interactions. Critically, we observed a similar population level increase in *MSY1* transcript levels following the removal of the type II introns, except aI5γ (*i.e.* strain 161-U7 GII-0 aI5γ; Figure 5A). A similar increase was observed for *RSM7* transcripts in both the 161-U7 GII-0 and 161-U7 GII-0 aI5γ strains relative to the WT (Figure 5B), consistent with the effects of intron deletion on the *Q0182*-*RMS7* interaction level (Figure 4C). By contrast deletion of *MRS1*, which is involved in mitochondrial group I intron splicing [36], [37], had no effect on either *MSY1* or *RSM7* transcript levels (Figure 5C), or the *COX1*-*MSY1* interaction frequency (Figure S5). Thus, strains lacking mitochondrial reverse transcriptase activity have lower frequencies of Mito-nDNA interactions and increased levels of nuclear encoded transcripts. These results suggest that cDNA mediated Mito-nDNA interactions are involved in the regulation of the nuclear transcripts, and therefore that the Mito-nDNA interactions we observed are biologically relevant.

**Figure 5:**
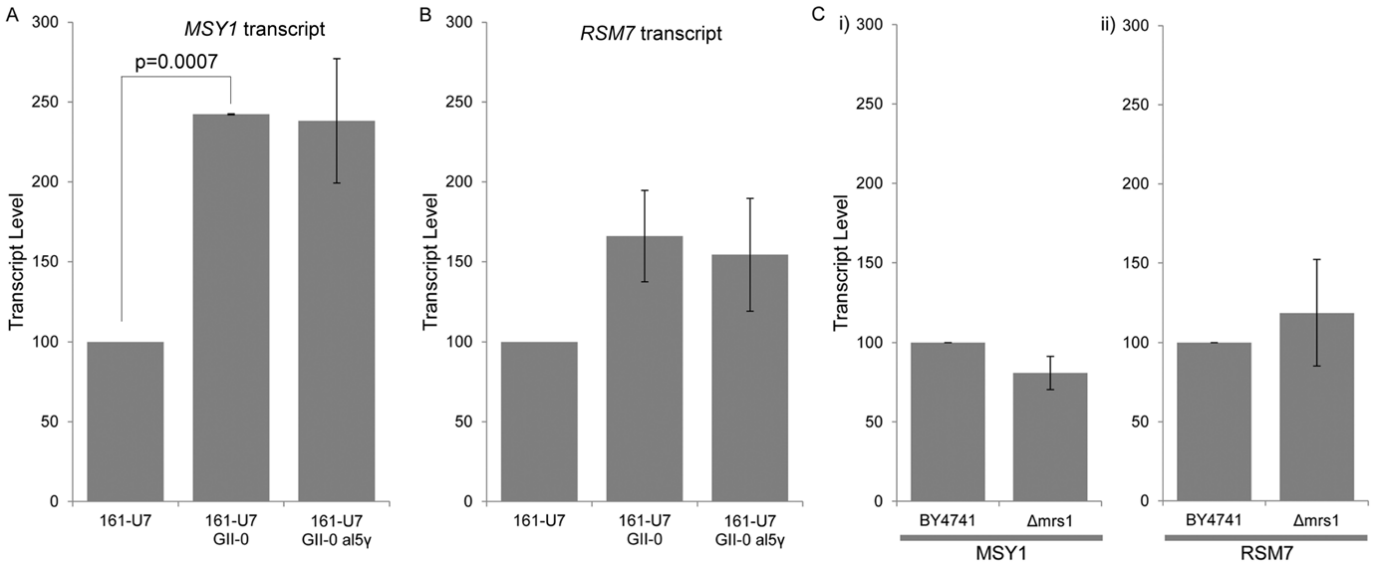
Knocking out mitochondrial encoded reverse transcriptase activity results in increased transcript levels of nuclear genes that are involved in Mito-nDNA interactions. A) Nuclear encoded *MSY1* transcript levels were determined by qRT-PCR in WT (strain 161-U7), 161-U7 GII-0 (lacks both the mitochondrial group II introns and the *COX1* interacting region; Figure 4A), and 161-U7 GII-0 a15γ (contains the interacting region and lacks the group II introns; Figure 4A) cells. B) Nuclear encoded *RSM7* transcript levels were determined by qRT-PCR in: WT (strain 161-U7); 161-U7 GII-0; and 161-U7 GII-0 a15γ cells. Neither 161-U7 GII-0 nor 161-U7 GII-0 a15γ has any alteration within the *Q0182* open reading frame. C) Deletion of *MRS1* (BY4741 Δ*mrs1*), a nuclear gene involved in splicing mitochondrial type-I introns, has no effect on i) *MSY1* or ii) *RSM7* transcript levels. All transcript levels were standardized to nuclear *ACT1* and expressed as percentage of wild-type (set at 100%) +/− standard error of the mean (n = 2).

The finding that inter-organelle interactions affect nuclear transcript levels necessarily predicts that the deletion of *yme1*, which reduces the frequency of the *COX1*-*MSY1* interaction (Figure 2), should correlate with an increase in nuclear *MSY1* transcript levels. Indeed increases in *MSY1* transcript levels, and other genes involved in mitochondrial gene expression and the biogenesis of the respiratory chain, have been identified within yeast cells containing the *yme1* deletion growing with a mixed respiro-fermentative metabolism [38].

## Discussion

In this study we have shown that a large number of nuclear loci interact strongly and reproducibly with Mitochondrial DNA in *S. cerevisiae* and that the spectrum of these interactions is dependent upon the carbon source on which the yeast are grown. Interestingly, we find that Mito-nDNA interactions are significantly reduced when group II mitochondrial introns that contain reverse transcriptase machinery are deleted. This suggests that the mitochondrial DNA that is involved in these inter-organelle interactions is cDNA that has been reverse transcribed from mitochondrial RNAs. Critically, we demonstrate that suppression of inter-organelle DNA-DNA interactions correlates with elevated transcript levels for the interacting nuclear gene and a reproducible albeit small increase in growth rate (Figure S6), suggesting that these interactions are biologically relevant and play a role in regulating nuclear gene expression. This is further supported by previous observations that yeast nuclear transcription responds to the presence or absence of mitochondrial genome sequences [18], [19]. From these results we propose that the Mito-nDNA interactions act as part of an inter-organelle communication system to signal mitochondrial metabolic state and regulate gene expression. While this DNA based inter-organelle communication may seem surprising, there is a large body of evidence demonstrating the presence of mitochondrial DNA in the nucleus and supporting the on-going nature of this transfer [7]–[9], [39]–[45]. Thus, it is plausible that the process of mitochondrial DNA transfer has evolved into a functional signaling mechanism. In the case of the glucose and galactose dependent *COX1-MSY1* and *Q0182*-*RSM7* interactions we have shown a repressive role for Mito-nDNA interactions in the control of nuclear transcript levels. However, there is no reason to assume that all interactions are repressive.

The observation that mito-nDNA interactions correlated with chromosome length would be consistent with non-specific interactions. However, this relationship is also consistent with the hypothesis that the interactions are enriched with elements which are themselves evenly distributed across the genome. Yeast genes, ARS's, and nuclear encoded mitochondrial genes fulfill this criterion (Figure S7). 

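Of the 1138 nuclear fragments in glycerol lactate pairs at or above the cut-off, rDNA included, 319 overlapped a gene of the list in Data S9, or 28.0% (25.5 to 30.7). Of all 13847 nuclear MspI fragments, 3041 did, or 22.0% (p = 2.8e-06, two-sided test of proportions, and p = 5.2e-07, Fisher's exact test). Fragments are not independent replicates. The median length of the interacting fragments was 966.5 bp, against 555 bp for all. In 10000 draws of fragments matched for length, 25.0% overlapped a listed gene on average (22.7 to 27.4 in 95% of draws, two-sided permutation p = 0.0138). When the overlap had to cover most of the fragment, the share was 14.7% against 14.0% (p = 0.475, Fisher's exact test).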

Importantly, we observed that the nuclear fragments involved in the interactions are enriched for regions that overlap genes with mitochondrial functions in glucose (p = 0.08) and glycerol-lactate grown cells (p<10^−8^, Table S3), in agreement with earlier observations [17]. The condition specific significance of these enrichments can be interpreted as reflecting the regulatory roles of these interactions as part of a functional signaling mechanism.

Our global network analyses were obtained using proximity-based ligation methodologies (i.e. GCC and q3C) with a single restriction enzyme (*i.e. Msp*I). Duan *et al.* used different restriction enzymes (*i.e. Eco*RI and *Hind*III) to interrogate yeast genome structure [46]. A comparison of the interaction frequencies between Duan *et al.*'s *Eco*RI results and ours showed that the data sets share a large portion of total interactions (Table S4) despite the fact that the interaction frequencies do not correlate quantitiatively (Figure S8). Duan *et al.'s* investigation of yeast genome organization did not report any Mito-nDNA interactions [46]. However, the absence of these interactions was due to the author's omission of the mitochondrial genome from their analyses because there is more than one copy of the mitochondrial genome per cell. This form of repetition is surmountable because interactions can be mapped onto a single scaffold, unlike elements which are repeated at different locations within the genome sequence. Re-examination of the datasets published by Duan *et al.* [46] identified a number of conserved Mito-nDNA between our datasets (Table S4). Interactions between *COX1*-*MSY1* and *Q0182*-*RSM7* (Data S1 and S2, respectively) were observed in both datasets, at levels above or just below the cut-off. The observation that Mito-nDNA interactions are present in these datasets is important for several reasons: 1) the methodologies while both based on proximity-ligation were considerably different, particularly with respect to enrichment and cell conditions; and 2) *Eco*RI cuts the yeast genome less frequently and at different positions to *Msp*I. While this goes some way towards relieving the likelihood that the interaction network is dependent on the restriction profile it does not completely alleviate this possibility, particularly because only one Mito-nDNA interaction was observed in the *Hin*dIII datasets (Data S3). The failure to identify more of these interactions in the *Hin*dIII datasets supports our conclusion that only parts of the mitochondrial genome are transferred into the nucleus and interact with the nuclear DNA. Because *Hin*dIII only cuts the yeast mitochondrial genome two times it is not unexpected that it does not cut within the transferred parts. Furthermore, the *Hin*dIII results support the finding that the interactions are not due to random ligation because random interactions would occur irrespective of fragment length.

It has been shown that DNA sequences which share stretches of sequence homology can associate *in vitro* [47], [48]. Theoretically it is possible that such a mechanism could allow the sequence dependent association of fragments prior to ligation in our experiments. However, only three pairs of interaction fragments that we detected showed any homology upon blast analysis (Data S6) and these were not the interactions that we investigated. Therefore, this mechanism is unlikely to contribute significantly to our results.

Deletion of the group II introns suggests a role for mitochondrial encoded RNA intermediates in the inter-organelle interactions. This implies that the regions of the mitochondria that are involved in these interactions should predominantly be open reading frames (ORFs). However, there was no bias for mitochondrial ORFs being involved in the Mito-nDNA or Mito-rDNA interactions we observed. 

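Mitochondrial genes other than tRNAs cover 37.3% of the mitochondrial genome. Mito-nDNA counts at or above the cut-off, assigned by overlap, fell in these genes at 35.8% in glycerol lactate (34.3 to 37.3) and 56.0% in galactose (50.2 to 61.8). On distinct pairs, which avoid adding dependent counts, the shares were 34.6% (32.0 to 37.3) and 48.2% (37.8 to 59.7). Without a cut-off the shares were 24.4% and 30.8%.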

Superficially, this argues against the transfer occurring through reverse-transcribed cDNAs. However, yeast mitochondrial genes are transcribed as polycistronic transcripts from 14 ATATAAGTA consensus promoters and possibly another 5 non-consensus promoter sites around the mitochondrial genome [49]. Hence, a large percentage of the mitochondrial genome is physically transcribed [50]–[52] and therefore available to act as a template for reverse transcription.

The incomplete ablation of the interactions following the deletion of the mitochondrial group II introns raises the possibility that not all Mito-nDNA interactions involve reverse-transcribed mitochondrial sequences. If mitochondrial mini-circles contribute to inter-organelle interactions [8], we should have seen an increase in interaction frequency in the Δ*yme1* mutant. The fact that we did not indicates that this form of mitochondrial DNA transfer has a negligible role in the signaling pathway we are proposing. Ongoing transfer despite the loss of the mitochondrial reverse transcriptase can be explained by: 1) cytoplasmic or nuclear reverse transcription of mRNA released from damaged mitochondria, or 2) the presence of other retrotransposon or retroviral encoded reverse-transcriptase of either mitochondrial or nuclear origin within the mitochondrial matrix. Such a mechanism is supported by the identification of remnants of nuclear derived *copia*-, *gypsy*- and LINE-like retrotransposon elements within *Arabidopsis* mitochondria [53], [54].

It is unclear whether the mtDNA that participates in the Mito-nDNA interactions is transferred by a direct connection between the mitochondrial and nuclear organelles or by uptake from the cytoplasm. Uptake from the cytoplasm is feasible given that unstable mitochondrial plasmids are first released into the cytoplasm [7], [9], and high success rates are generally attained for yeast transformation which involves passage through the cytoplasm [55], [56]. However, Ricchetti *et al.* demonstrated that the mtDNA mediated repair of nuclear double strand breaks is independent of Δ*yme1* mutations [6] and therefore occurs through another, possibly direct, transport mechanism. Direct transport from the mitochondria to nuclear compartments could occur as a result of a tethering/transport complex that physically links mitochondria to the endoplasmic reticulum [57].

In conclusion, several important questions are raised by this work. Firstly, what is the mechanism by which the Mito-nDNA interactions affect changes in transcript levels? Is the effect mediated by physical interaction between the mitochondrial derived cDNA and the nuclear locus or by more indirect means? It is possible that transcription factors may be sequestered or recruited to locations of activity through interactions with the mitochondrial DNA. Secondly, does this inter-organelle signaling pathway operate on a general level or function just to regulate conditionally essential genes (e.g. *RMS7* and *MSY1*)? Thirdly, while we demonstrated that specific interactions are dependent upon reverse transcription, whether this is true for all the Mito-nDNA and Mito-rDNA interactions remains to be determined. Finally, the universal significance of these interactions remains to be determined, particularly given the non-ubiquitous distribution of group II introns within higher eukaryotic mitochondria. The pervasive presence of reverse transcription within higher eukaryotic cells leads us to propose that this phenomenon will be widespread and that it deserves further investigation.

## Materials and Methods

### Strains and growth conditions

*Saccharomyces cerevisiae* strains (Table S5) were stored (−80°C) and cultured (30°C, 160 rpm) on synthetic complete (SC) medium containing amino acid supplements and glucose (2% w/v) [58], glycerol lactate (2% glycerol v/v 2% lactic acid v/v with 0.05% glucose w/v), or galactose (2% w/v). For Genome Conformation Capture (GCC) and Chromosome Conformation Capture (3 C) analyses, strains were recovered from −80°C on SC glucose (2% w/v) agar (2%) plates for 48 hours prior to starter culture inoculation. Starter cultures were grown (30°C, 160 rpm, 16 h) in SC glycerol lactate or glucose medium containing amino acid supplements, as indicated. Test cultures were inoculated, from the starter cultures into SC media (containing the indicated carbon source), grown (30°C, 160 rpm) and harvested at an optical density (OD_600_) of 0.6. Mitochondrial uncoupling was achieved by the addition of 2,4-Dinitrophenol (5 mM final concentration) for 45, 90, or 180 minutes (Figure S4). Cell cycle arrest was achieved by treatment (180 mins, 30°C, 160 rpm) with cell cycle inhibitors (*i.e.* α-factor (3.4 µm), nocodazole (15 µgml^−1^), or hydroxyurea (100 mM)). Cell cycle arrest was confirmed by microscopy.

### Genome Conformation Capture (GCC)

GCC was performed according to [17]. Refer to the supplementary methods for a detailed description. Briefly, chromatin was prepared from 15 sets of 10^8^ (*i.e.* a total of 1.36×10^9^) cross-linked cells. Chromatin was digested with *MspI* (Fermentas) and ligated (T4 ligase; Invitrogen). Crosslinks were reversed in the presence of proteinase K (final concentration 7–11 µg, Roche). Samples were treated with RNase A (final concentration 10 µgml^−1^) prior to purification by phenol∶chloroform (1∶1 v/v, three times) and column extraction (Zymo Clean and Concentrator, Zymo Research). Paired-end sequencing (36 bp) was performed on 5 µg DNA using the Illumina Genome Analyzer platform (Allan Wilson Centre, Massey University, New Zealand & Friedrich Miescher Institute for Biomedical Research, Basel, Switzerland).

External controls were added at two steps in the GCC protocol to control for random ligation events. The first ligation control, a linear DNA fragment with a free *MspI* site at one end (Methods S1), was added in a 1∶1 ratio with the nuclear genome prior to the addition of ligase. The second ligation control (1×10^6^ molecules of pUC19) was included prior to RNase A treatment as a control for the sequencing step ligation.

### GCC Network Assembly

Network assembly was performed using Topography v1.19 (available on request [17]). The SOAP [59] algorithm was used to position paired end sequences and single ends, which contain an *MspI* restriction site, onto the *S. cerevisiae* reference genome (Methods S1). No mismatches were allowed.

### Bioinformatic analyses

Bioinformatic and statistical analyses (see Methods S1) were performed on chromosomal interactions involving the nuclear and mitochondrial genomes for which the sequences mapped uniquely onto the reference genome. Connections with the ribosomal DNA (rDNA), 2 micron plasmid and mitochondrial genomes were considered as unique because they could be positioned to a ∼1 MB region of Chromosome XII, the 6318 bp 2 micron plasmid or the ∼85 kbp mitochondrial genome, respectively [17]. All statistical analyses involving 2 micron plasmid, mitochondrial, or rDNA sequences included copy number corrections (Methods S1). Other repetitive elements, such as LTRs and tRNAs, were omitted from the analysis.

### Chromosome Conformation Capture (3 C)

3 C samples were prepared as previously described [60]. Refer to Methods S1 for a detailed description. Quantitative 3 C analyses [17] were performed using FAM labeled BHQ Probes (BioSearch Technologies; Table S2) and Taqman® Gene Expression Master Mix (Applied Biosystems) on an ABI Prism 7000 Sequence Detection System (SDS7000). Chromosomal coordinates for the interactions under investigation are listed in Methods S1. Samples (2 µl in triplicate) were analyzed in a final reaction volume of 20 µl using primers listed in Table S2. Assays were performed using a 3-stage program (50°C, 2:00 min; 95°C, 10:00 min; 45×[95°C, 0:15 sec; 60°C, 1:00 min]).

Dedicated interaction standards (concentration from: 2 ng µl^−1^–2×10^−15^ g µl^−1^) were prepared by PCR amplification (from *S. cerevisiae* BY4741) of the interacting regions, followed by *MspI* digestion and ligation of the two interacting partner fragments. Mitochondrial and nuclear genome (*i.e. GAL1*) copy number were determined by qPCR (Table S2) using Sybr-green and a five stage program (50°C, 2:00 min; 95°C, 2:00 min; 40× [95°C, 0:15 sec; 59.5°C, 0:30 sec; 72°C, 0:30 sec]; 55°C, 1:00; followed by a dissociation analysis) on an ABI Prism 7000 Sequence Detection System (SDS7000). An *S. cerevisiae* BY4741 genomic DNA sample (concentration from: 2 ng µl^−1^–7.78125×10^−4^ ng µl^−1^) was used as a control for all Sybr-green assays.

For comparison, all samples were presented as a percentage of wild-type, following standardization for: 1) the amount of a15γ intron-containing DNA (*i.e.* mitochondrial copy number); or 2) the number of nuclear genomes (determined using the single copy *GAL1* locus; [61]; Primer sequences are listed in Table S2. This standardization was performed to correct for alterations to mitochondrial genome stability and the rates of appearance of rho^−^ or rho^0^ strains. This is critical as inter-organelle interactions are dependent upon the presence of the mitochondrial genome (see 161-U7 GII-0 results). The method of standardization depends upon the interaction being investigated (*i.e. COX1*-*MSY1* interactions were standardized by mitochondrial genome copy number while nuclear-nuclear locus interactions were standardized by *GAL1* copy number). No significant differences were observed when inter-organelle interactions were standardized by mitochondrial or nuclear copy number (data not shown).

### RNA extraction

Total RNA was extracted from *S. cerevisiae* grown in SC (Glucose) to an OD_600_ of 0.600. Briefly, cells were harvested (4,000 rpm, 4°C, 2 min) and washed with AE buffer (4,000 rpm, 4°C, 2 min; 50 mM Sodium Acetate, 10 mM EDTA, pH 5.3). The cell pellet was suspended in phenol/chloroform/isoamyl alcohol (400 µl, 24/24/1) and glass beads (400 µl). Cells were lysed in a bead mill (SPEX sample prep 2010, Geno/Grinder; 1,750 rpm, 8×30 sec cycles with 60 sec resting intervals at 4°C). Lysed cells were frozen (−80°C, 15 min), thawed and pelleted (15,000 rpm, 5 min, 4°C). The aqueous phase was extracted twice with phenol/chloroform/isoamyl alcohol (400 µl, 24/24/1). Total RNA was pelleted (15,000 rpm, 10 min, 4°C), following addition of 2/3 s volume of 8 M LiCl and freezing (−20°C, 2 h). RNA was washed (70% ethanol), and the pellet air-dried. Total RNA was suspended (60°C, 10 min) in 80 µl of DECP treated water (Invitrogen). DNA was removed from the total RNA samples (5 µg, 20 µl) by treatment with 1 µl of TURBO DNase (TURBO DNA-*free*™ Kit, Ambion) as per manufacturer's instructions. Samples were centrifuged (10,000 g, 1.5 min) and the supernatant was retained. Total RNA concentration was measured using a Nano-drop and 50 µl samples (50 ng/µl) were stored at −80°C.

### Quantitative Reverse Transcription-PCR

qRT-PCR standards were amplified from *S. cerevisiae* BY4741 genomic DNA (Table S2). PCR products were purified (Zymo DNA clean and concentrator™-5 kit according to manufacturer's instructions). The concentration of each qRT-PCR standard was determined by Nano-drop and used to make dilutions ranging from 4.0–4.0×10^−5^ ng/µl. qRT-PCR reactions were performed using One Step SYBR® Ex Taq™ qRT-PCR Kit according to the manufacturer's instructions (TaKaRa). The qRT-PCR was run with the following protocol: 42°C, 5 min; 95°C, 10 sec; 40× [95°C, 5 sec; 60°C, 31 sec] 95°C, 15 sec; 60°C, 1 min; 95°C, 15 sec. All transcript levels were standardized to nuclear *ACT1* and expressed as percentage of wild-type (set at 100%) +/− standard error of the mean.

### Supplementary files

The following additional data are available with the online version of this paper. Supplementary material file contains: Figures S1, S2, S3, S4, S5, S6, S7, S8, Tables S1, S2, S3, S4, S5, Methods S1 and Supplementary references. Additional data files: contain the analysis of the Duan data (Data S1, S2, S3, S4, S5); and the mitochondrial blast analyses (Data S6); a list of all uniquely mapping mito-nDNA and mito-mito interactions and their interaction strength (Data S7); a list of all mapped mito-nDNA and mito-mito interactions and their interaction strength (Data S8); and a list of nuclear genes with a mitochondrion annotation in gene ontology (Data S9). Sequences are available from GEO (accession number GSE34132).

## Supporting Information

Figure S1 **Biological Repeats correlate well at the** ***MspI*** **restriction fragment level.** Two biological repeats were performed for each condition; A) glucose, B) glycerol lactate, and C) galactose. R^2^ values are as follows; Glucose 0.78, glycerol lactate 0.93, and galactose 0.93. Scatter plots were constructed from statistically significant (p = <0.0004) interactions involving only *MspI* fragments which could be uniquely positioned on the reference genome. Adjacent interactions have been omitted as we are unable to distinguish between true adjacent interactions and those which are the result of simply sequencing across an uncut *MspI* site. Circularized fragments (*i.e.* self interactions) have also been omitted.
(DOC) Click here for additional data file.

Figure S2 **Inter-organelle interactions vary with metabolic state and do not occur evenly across the mitochondrial genome.** Interaction frequency was graphed as a percentage of the total number of interactions in the sample, according to segment length. To test whether Mito-nDNA interactions have a uniform distribution (*i.e*, the total number of interactions in a segment is proportional to its length) we aggregated consecutive restriction fragments to create 58 sections that were expected to have at least 5 interactions under the null hypothesis of uniformity. A Chi-squared goodness of fit test was performed, and the distribution of the interactions was shown to deviate significantly from uniformity (p<0.0001, 57 df) for all conditions, Thus, Mito-nDNA interactions are not uniformly distributed across the mitochondrial genome. The linearized mitochondrial genome is shown for comparison of the interaction frequency with mitochondrial ORF and inter-genic sequence positions. Metabolic conditions were as follows: A) respiro-fermentation (glucose), B) respiro-fermentation (galactose), and C) respiration (glycerol lactate). Only statistically significant unique interactions between the mitochondrial genome and nuclear chromosomes were included in this analysis (p≤10^−5^; n = 2). Interactions with the rDNA and 2-micron plasmid were removed. D) Nuclear genome interactions are not enriched over mitochondrial open reading frames. We compared the numbers of nuclear genome interactions with mitochondrial inter- and intra-genic regions to determine if the interactions across the mitochondrial genome were enriched over the open reading frames (ORFs). Galactose displays a larger number of interactions with mitochondrial ORFs but the difference is not statistically significant. Interactions were assigned proportionally to inter- and intra-genic regions to obtain a ratio of inter-genic to intra-genic interactions and expressed as percentages. tRNAs were not deemed intra-genic. Interestingly, the galactose sample exhibited 7% and 13% more inter-organelle interactions involving the *COX1* ORF than glycerol lactate and glucose, respectively. Thus, while there is no obvious preference for interactions with mitochondrial ORFs, interactions involving *COX1* show differences between the datasets.
(DOC) Click here for additional data file.

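Consecutive MspI fragments of the mitochondrial genome were joined until at least 5 of the Mito-nDNA counts at or above the cut-off were expected by length, which gave 116 sections in glycerol lactate and 36 in galactose. In the section with the largest excess, the observed count was 5.97 times the expected one in glycerol lactate and 3.36 times in galactose, and 1 and 4 sections were empty.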

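The share of counts in mitochondrial genes was 20.2 percentage points higher in galactose than in glycerol lactate (two-sided Fisher's exact test between the libraries, p = 3.3e-11). On distinct pairs, which avoid adding dependent counts of a pair, the difference was 13.6 points (p = 0.0182, Fisher's exact test). Such pairs can still share a fragment and are then not independent.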

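COX1, at 13818 to 26701 of the mitochondrial genome, is 15.0% of its length. It held 16.3% of the glycerol lactate counts at or above the cut-off (15.2 to 17.5) and 33.3% of those in galactose (28.2 to 39.2), a difference of 17.0 points (two-sided Fisher's exact test, p = 2.4e-11). In galactose, mtDNA 17290 to 24261 in COX1 held 76 counts in 14 pairs, with 32 counts in its pair with the RSM7 fragment. In glycerol lactate it held 420 counts in 122 pairs, with 17 counts in that pair. Counts within a pair are not independent. On distinct pairs the difference was 9.73 points (p = 0.0371, Fisher's exact test). Distinct pairs can share a fragment, so they are not independent either. Without a cut-off, chosen after the data were seen, COX1 held 7.99% in glycerol lactate and 11.4% in galactose, a difference of 3.41 points. Both of these shares are below its share of the length.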

Figure S3 **The** ***COX1*** **-** ***MSY1*** **Mito-nDNA interaction is cell cycle dependent.** Cells were synchronized at three different cell cycle phases by treatment with α-factor (3.4 µm), Hydroxyurea (100 mM), or Nocodazole (15 µgml^−1^); G1, S, G2/M, respectively). Mito-nDNA interaction frequency, between the representative mitochondrial and nuclear *MspI* fragments, was assayed by quantitative 3 C (see Methods S1). Interaction values were corrected for mitochondrial genome copy number (see Methods). Interaction values are expressed as percentages of the untreated sample (set at 100%) +/− standard error of the mean (n = 3).
(DOC) Click here for additional data file.

Figure S4 **5 mM 2,4-Dinitrophenol (DNP) inhibits respiratory growth but does not prevent growth of fermenting** ***S. cerevisiae*** **BY4741 cells.** *S. cerevisiae* BY4741 cultures were grown (50 ml, 30°C, 160 rpm) on glucose (fermentation) or glycerol/lactate (respiration) to an Optical density (600 nm; OD_600_) of 0.600. Cultures were diluted to an OD_600_ of 0.150 (50 ml final volume) in their respective media. 5 mM DNP (final concentration) was added to two of the cultures, while two remained untreated. The cell growth was monitored (OD_600_) for a further 11.5 hours, with the exception of the untreated glucose culture which was only grown for 4 hours.
(DOC) Click here for additional data file.

Figure S5 **Deletion of** ***MRS1*** **(BY4741 Δ** ***mrs1*** **), a nuclear gene involved in splicing mitochondrial type-I introns, has no significant effect on the frequency of the** ***COX1-MSY1*** **interaction in glucose grown yeast cells.** Interaction frequency was expressed as percentages of the wild type *S. cerevisiae* strain BY4741 (WT, set at 100%) +/− standard error of the mean (n = 3).
(DOC) Click here for additional data file.

Figure S6 **Deletion of group II introns results in an increase in growth rate.** Growth rates were determined for *Saccharomyces cerevisiae* strains (161-U7, 161-U7 GII0, and 161-U7 GII0 +aI5γ; Figure 4a) grown in SC+2% glucose (30°C and 160 rpm). Cultures were inoculated to an initial optical density (OD_600_) of 0.05 from overnight cultures. The OD_600_ was measured every two hours for 10 hour. Data represent the mean ± SD (n = 3).
(DOC) Click here for additional data file.

Figure S7 **ARS and ORF numbers correlate with chromosome size.** Data on ARS and ORF numbers and chromosome size were taken from the Saccharomyces genome database Genome Inventory (as of Nov 03, 2011). The length of chromosome XII was calculated based on it containing only two copies of the rDNA repeat.
(DOC) Click here for additional data file.

Figure S8 **Comparison of the total interaction frequencies for the Glucose derived GCC data (this study) and Duan** ***et al.*** *EcoRI* derived datasets.
(DOC) Click here for additional data file.

Table S1 **Mitochondrial copy number calculations.**
(DOC) Click here for additional data file.

Table S2 **Primers and probes used in this study.**
(DOC) Click here for additional data file.

Table S3 **Nuclear fragments involved in mito-nDNA interactions are enriched for regions that overlap genes with mitochondrial functions.** The percentage of nuclear fragments that overlap with nuclear encoded mitochondrial genes within the complete genome was calculated and compared to the percentage of nuclear fragments involved in mito-nDNA interactions that overlap with nuclear encoded mitochondrial genes. A test of proportions (prop.test) was performed in R to determine whether the percentage difference is significant, p-values are shown.
(DOC) Click here for additional data file.

Table S4 **Comparison between the** ***Eco*** **RI interaction set from Duan** ***et al.*** **** [**46**] **and the glucose set from this study.**
(DOC) Click here for additional data file.

Table S5 **Strains used in this study.**
(DOC) Click here for additional data file.

Methods S1 **This file contains supplementary information for methods used in this manuscript.**
(DOC) Click here for additional data file.

Data S1 **This text file contains the significant interactions that were identified as occurring between the mitochondrial genome and the region surrounding the nuclear** ***MSY1*** **locus in the dataset prepared by Duan** ***et al.*** **** [**46**] **.** The number of instances for any interaction that had to be seen was set at > = 3 for the *Mse*1 and > = 4 for the *Msp*1 datasets.
(TXT) Click here for additional data file.

Data S2 **This text file contains the significant interactions that were identified as occurring between the mitochondrial genome and the region surrounding the nuclear** ***RSM7*** **locus in the dataset prepared by Duan** ***et al.*** **** [**46**] **.** The number of instances for any interaction that had to be seen was set at > = 3 for the *Mse*1 and > = 4 for the *Msp*1 datasets.
(TXT) Click here for additional data file.

Data S3 **This text file contains the one interaction that was identified as occurring between the mitochondrial and nuclear genomes in chromatin cut with** ***Hin*** **dIII and subsequently** ***Mse*** **1.**
(DAT) Click here for additional data file.

Data S4 **This file contains all the interactions that were identified by re-analysis of the Duan** ***et al.*** **** [**46**] **datasets for chromatin digested with** ***Eco*** **RI and subsequently** ***Mse*** **1.** All listed interactions were all above the cut-off which was set at > = 3.
(DAT) Click here for additional data file.

Data S5 **This file contains all the interactions that were identified by re-analysis of the Duan** ***et al.*** **** [**46**] **datasets for chromatin digested with** ***Eco*** **RI and subsequently** ***Msp*** **1.** All listed interactions were all above the cut-off which was set at > = 4.
(DAT) Click here for additional data file.

Data S6 **This file contains the results of a blastN analysis of mito-nDNA interacting fragments.** Only three pairs of interaction fragments that we detected showed any homology upon blast analysis. The smaller restriction fragment from each interaction pair was compared to the longer fragment by blastn using default parameters. The length, score, and evalue for each comparison was recorded. Comparisons that showed no similarity were given an evalue score of 10.
(CSV) Click here for additional data file.

Data S7 **This text file contains a list of all uniquely mapped mito-nDNA and mito-mito interactions and their interaction strength.**
(XLSX) Click here for additional data file.

Data S8 **This text file contains a list of all mapped mito-nDNA and mito-mito interactions and their interaction strength.** The interactions that are included in this list include those which mapped uniquely and were repetitive.
(XLSX) Click here for additional data file.

Data S9 **This text file contains a list of all genes that have a mitochondrion gene ontology annotation.** The gene list was obtained from YeastMine (http://yeastmine.yeastgenome.org/yeastmine/begin.do).
(CSV) Click here for additional data file.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S1 — Biological Repeats correlate well at the MspI restriction fragment level. Two biological repeats were performed for each condition; A) glucose, B) glycerol lactate, and C) galactose. R2 values are as follows; Glucose 0.78, glycerol lactate 0.93, and galactose 0.93. Scatter plots were constructed from statistically significant (p = <0.0004) interactions involving only MspI fragments which could be uniquely positioned on the reference genome. Adjacent interactions have been omitted as we are unable to distinguish between true adjacent interactions and those which are the result of simply sequencing across an uncut MspI site. Circularized fragments (i.e. self interactions) have also been omitted.

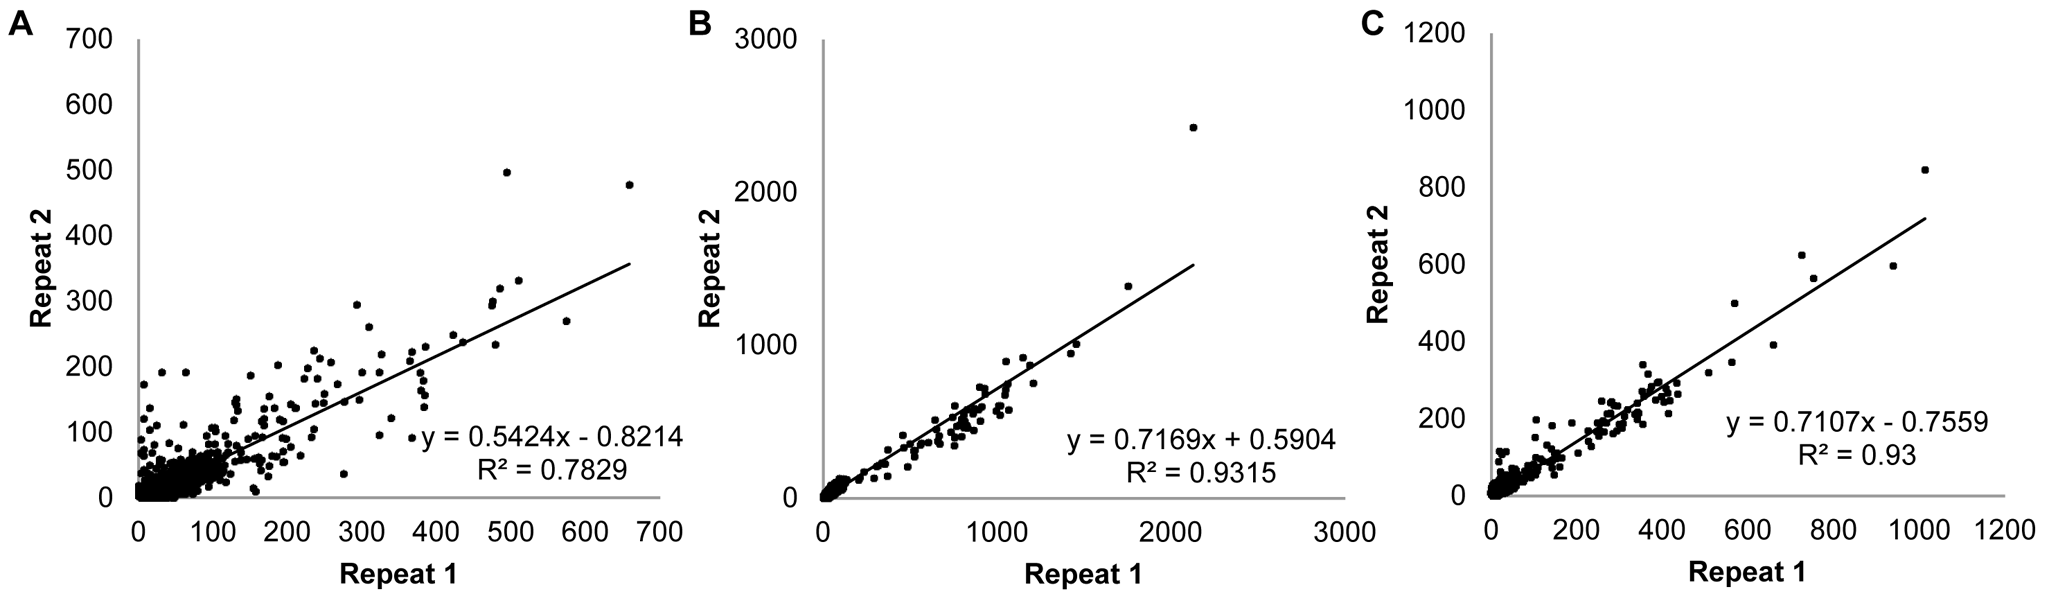
Figure S1: Biological Repeats correlate well at the *MspI* restriction fragment level. Two biological repeats were performed for each condition; A) glucose, B) glycerol lactate, and C) galactose. R2 values are as follows; Glucose 0.78, glycerol lactate 0.93, and galactose 0.93. Scatter plots were constructed from statistically significant (p=<0.0004) interactions involving only *MspI* fragments which could be uniquely positioned on the reference genome. Adjacent interactions have been omitted as we are unable to distinguish between true adjacent interactions and those which are the result of simply sequencing across an uncut *MspI* site. Circularized fragments (*i.e.* self interactions) have also been omitted.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S2 — Inter-organelle interactions vary with metabolic state and do not occur evenly across the mitochondrial genome. Interaction frequency was graphed as a percentage of the total number of interactions in the sample, according to segment length. To test whether Mito-nDNA interactions have a uniform distribution (i.e, the total number of interactions in a segment is proportional to its length) we aggregated consecutive restriction fragments to create 58 sections that were expected to have at least 5 interactions under the null hypothesis of uniformity. A Chi-squared goodness of fit test was performed, and the distribution of the interactions was shown to deviate significantly from uniformity (p<0.0001, 57 df) for all conditions, Thus, Mito-nDNA interactions are not uniformly distributed across the mitochondrial genome. The linearized mitochondrial genome is shown for comparison of the interaction frequency with mitochondrial ORF and inter-genic sequence positions. Metabolic conditions were as follows: A) respiro-fermentation (glucose), B) respiro-fermentation (galactose), and C) respiration (glycerol lactate). Only statistically significant unique interactions between the mitochondrial genome and nuclear chromosomes were included in this analysis (p≤10−5; n = 2). Interactions with the rDNA and 2-micron plasmid were removed. D) Nuclear genome interactions are not enriched over mitochondrial open reading frames. We compared the numbers of nuclear genome interactions with mitochondrial inter- and intra-genic regions to determine if the interactions across the mitochondrial genome were enriched over the open reading frames (ORFs). Galactose displays a larger number of interactions with mitochondrial ORFs but the difference is not statistically significant. Interactions were assigned proportionally to inter- and intra-genic regions to obtain a ratio of inter-genic to intra-genic interactions and expressed as percentages. tRNAs were not deemed intra-genic. Interestingly, the g

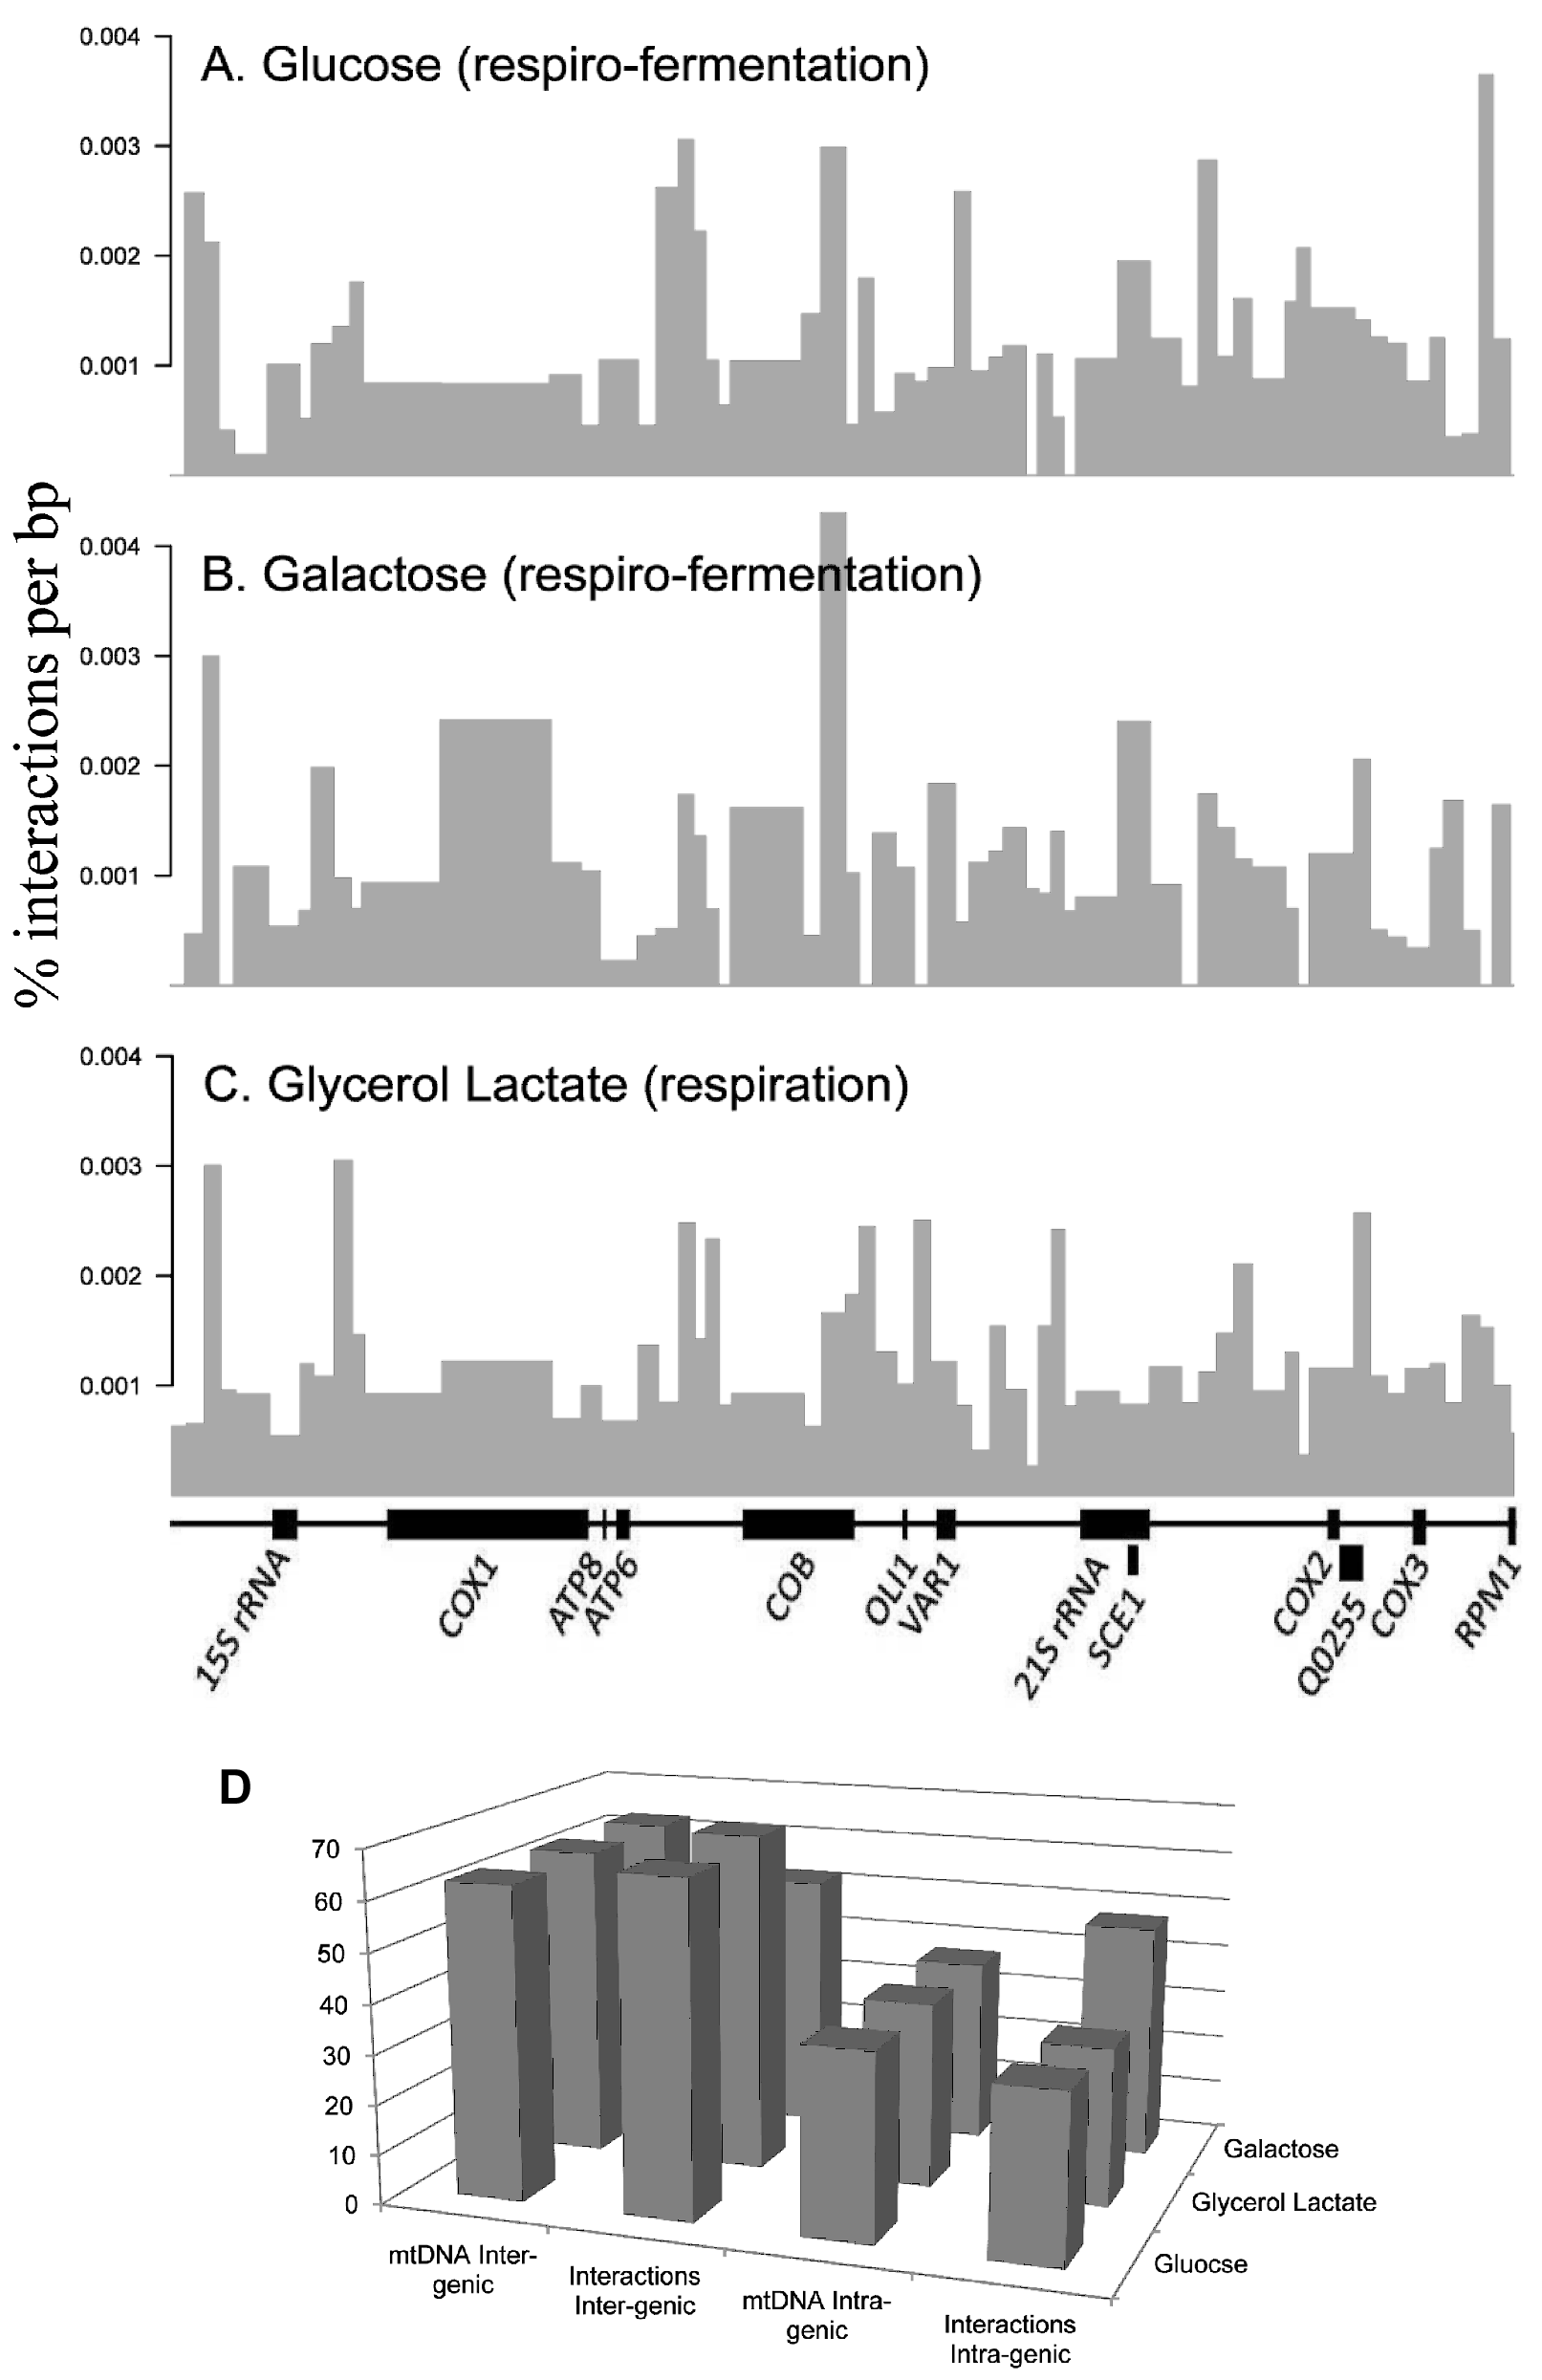

Figure S2: Inter-organelle interactions vary with metabolic state and do not occur evenly across the mitochondrial genome. Interaction frequency was graphed as a percentage of the total number of interactions in the sample, according to segment length. To test whether Mito-nDNA interactions have a uniform distribution (*i.e,* the total number of interactions in a segment is proportional to its length) we aggregated consecutive restriction fragments to create 58 sections that were expected to have at least 5 interactions under the null hypothesis of uniformity. A Chi-squared goodness of fit test was performed, and the distribution of the interactions was shown to deviate significantly from uniformity (p < 0.0001, 57 df) for all conditions, Thus, Mito-nDNA interactions are not uniformly distributed across the mitochondrial genome. The linearized mitochondrial genome is shown for comparison of the interaction frequency with mitochondrial ORF and inter-genic sequence positions. Metabolic conditions were as follows: A) respiro-fermentation (glucose), B) respiro-fermentation (galactose), and C) respiration (glycerol lactate). Only statistically significant unique interactions between the mitochondrial genome and nuclear chromosomes were included in this analysis (p≤10-5; n=2). Interactions with the rDNA and 2-micron plasmid were removed. D) Nuclear genome interactions are not enriched over mitochondrial open reading frames. We compared the numbers of nuclear genome interactions with mitochondrial inter- and intra-genic regions to determine if the interactions across the mitochondrial genome were enriched over the open reading frames (ORFs). Galactose displays a larger number of interactions with mitochondrial ORFs but the difference is not statistically significant. Interactions were assigned proportionally to inter- and intra-genic regions to obtain a ratio of inter-genic to intra-genic interactions and expressed as percentages. tRNAs were not deemed intra-genic. Interestingly, the galactose sample exhibited 7% and 13% more inter-organelle interactions involving the *COX1* ORF than glycerol lactate and glucose, respectively. Thus, while there is no obvious preference for interactions with mitochondrial ORFs, interactions involving *COX1* show differences between the datasets.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S3 — The COX1 - MSY1 Mito-nDNA interaction is cell cycle dependent. Cells were synchronized at three different cell cycle phases by treatment with α-factor (3.4 µm), Hydroxyurea (100 mM), or Nocodazole (15 µgml−1); G1, S, G2/M, respectively). Mito-nDNA interaction frequency, between the representative mitochondrial and nuclear MspI fragments, was assayed by quantitative 3 C (see Methods S1). Interaction values were corrected for mitochondrial genome copy number (see Methods). Interaction values are expressed as percentages of the untreated sample (set at 100%) +/− standard error of the mean (n = 3).

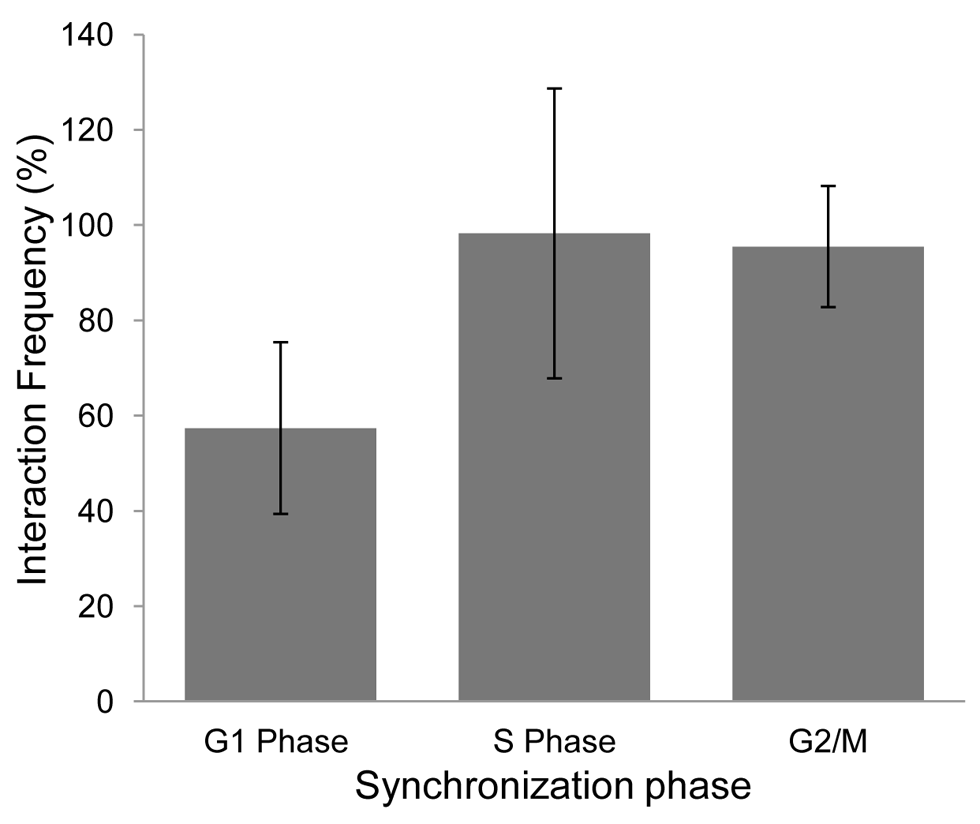
Figure S3: The *COX1*-*MSY1* Mito-nDNA interaction is cell cycle dependent. Cells were synchronized at three different cell cycle phases by treatment with α-factor (3.4µm), Hydroxyurea (100mM), or Nocodazole (15µgml-1); G1, S, G2/M, respectively). Mito-nDNA interaction frequency, between the representative mitochondrial and nuclear *MspI* fragments, was assayed by quantitative 3C (see Supplementary Methods). Interaction values were corrected for mitochondrial genome copy number (see Methods). Interaction values are expressed as percentages of the untreated sample (set at 100%) +/- standard error of the mean (n=3).

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S4 — 5 mM 2,4-Dinitrophenol (DNP) inhibits respiratory growth but does not prevent growth of fermenting S. cerevisiae BY4741 cells. S. cerevisiae BY4741 cultures were grown (50 ml, 30°C, 160 rpm) on glucose (fermentation) or glycerol/lactate (respiration) to an Optical density (600 nm; OD600) of 0.600. Cultures were diluted to an OD600 of 0.150 (50 ml final volume) in their respective media. 5 mM DNP (final concentration) was added to two of the cultures, while two remained untreated. The cell growth was monitored (OD600) for a further 11.5 hours, with the exception of the untreated glucose culture which was only grown for 4 hours.

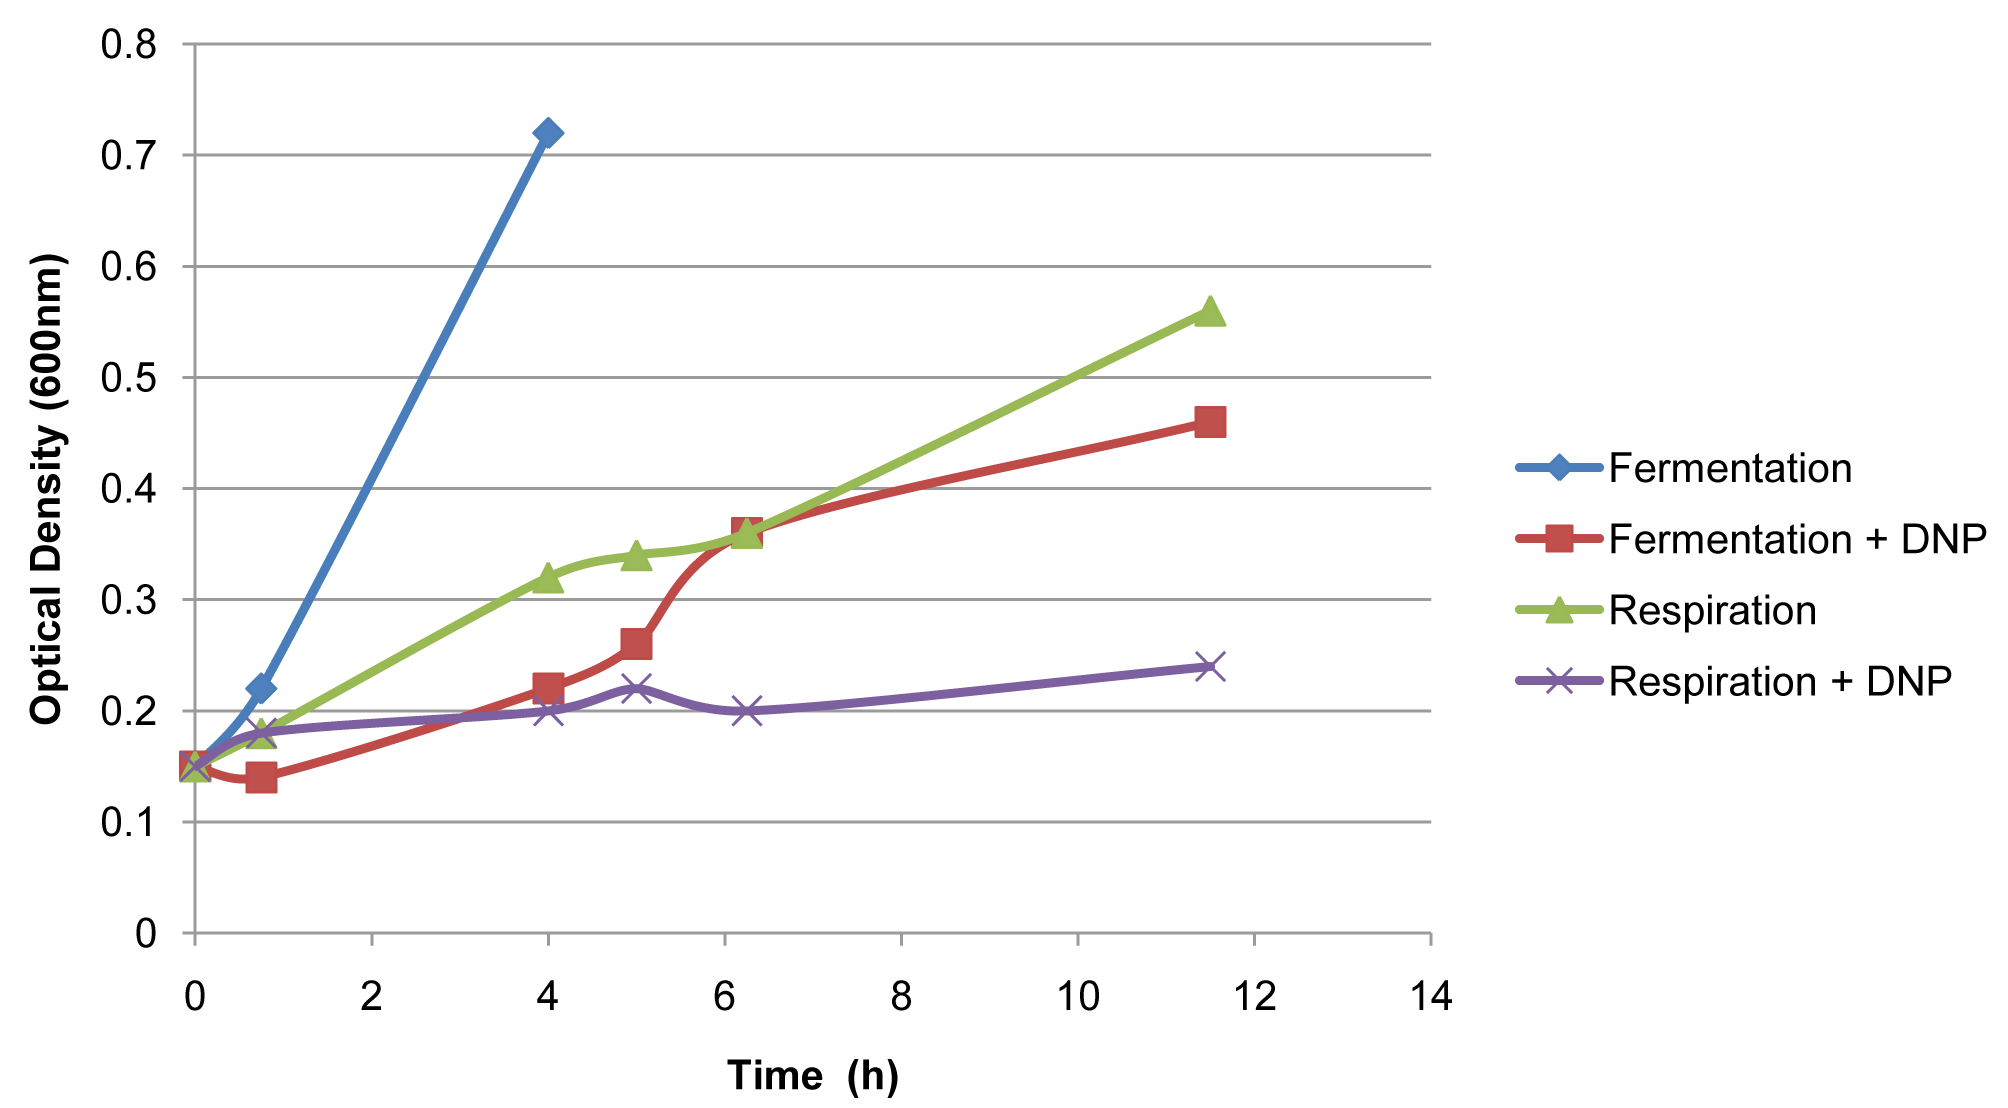

Figure S4: 5mM 2,4-Dinitrophenol (DNP) inhibits respiratory growth but does not prevent growth of fermenting *S. cerevisiae* BY4741 cells. *S. cerevisiae* BY4741 cultures were grown (50 ml, 30°C, 160 rpm) on glucose (fermentation) or glycerol/lactate (respiration) to an Optical density (600nm; OD600) of 0.600. Cultures were diluted to an OD600 of 0.150 (50 ml final volume) in their respective media. 5mM DNP (final concentration) was added to two of the cultures, while two remained untreated. The cell growth was monitored (OD600) for a further 11.5 hours, with the exception of the untreated glucose culture which was only grown for 4 hours.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S5 — Deletion of MRS1 (BY4741 Δ mrs1 ), a nuclear gene involved in splicing mitochondrial type-I introns, has no significant effect on the frequency of the COX1-MSY1 interaction in glucose grown yeast cells. Interaction frequency was expressed as percentages of the wild type S. cerevisiae strain BY4741 (WT, set at 100%) +/− standard error of the mean (n = 3).

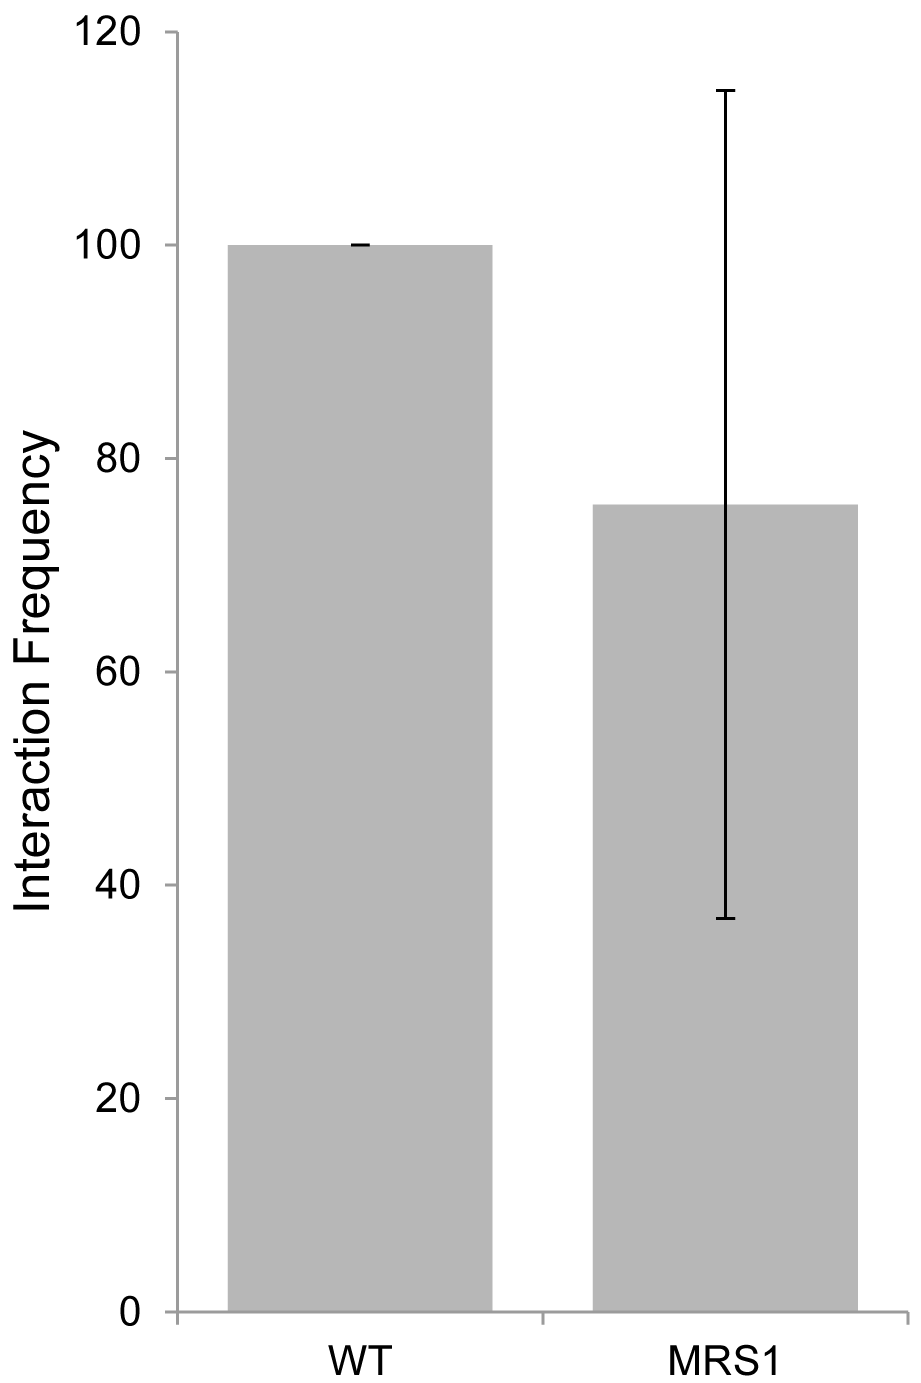

Figure S5: Deletion of *MRS1* (BY4741 *mrs1*)*,* a nuclear gene involved in splicing mitochondrial type-I introns, has no significant effect on the frequency of the *COX1-MSY1* interaction in glucose grown yeast cells. Interaction frequency was expressed as percentages of the wild type *S. cerevisiae* strain BY4741 (WT, set at 100%) +/- standard error of the mean (n=3).

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S6 — Deletion of group II introns results in an increase in growth rate. Growth rates were determined for Saccharomyces cerevisiae strains (161-U7, 161-U7 GII0, and 161-U7 GII0 +aI5γ; Figure 4a) grown in SC+2% glucose (30°C and 160 rpm). Cultures were inoculated to an initial optical density (OD600) of 0.05 from overnight cultures. The OD600 was measured every two hours for 10 hour. Data represent the mean ± SD (n = 3).

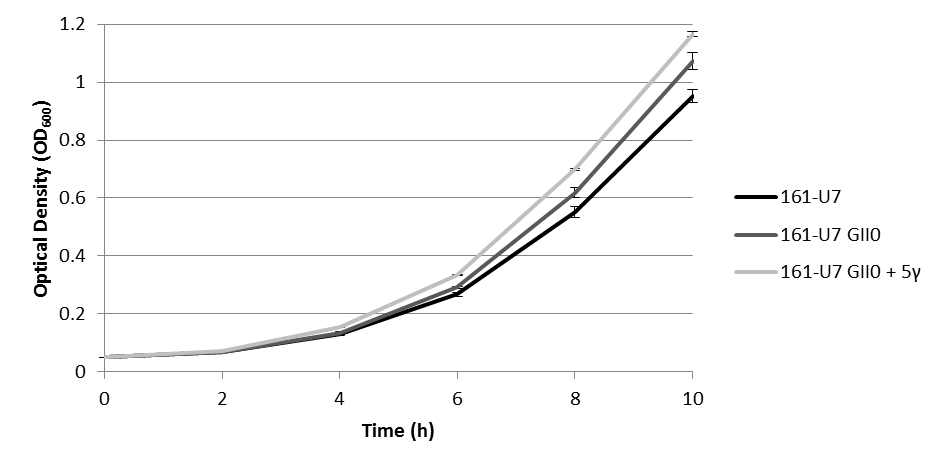

Figure S6: Deletion of group II introns results in an increase in growth rate. Growth rates were determined for *Saccharomyces cerevisiae* strains (161-U7, 161-U7 GII0, and 161-U7 GII0 +aI5γ; Figure 4a) grown in SC + 2% glucose (30°C and 160rpm). Cultures were inoculated to an initial optical density (OD600) of 0.05 from overnight cultures. The OD600 was measured every two hours for 10 hour. Data represent the mean ± SD (n=3).

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S7 — ARS and ORF numbers correlate with chromosome size. Data on ARS and ORF numbers and chromosome size were taken from the Saccharomyces genome database Genome Inventory (as of Nov 03, 2011). The length of chromosome XII was calculated based on it containing only two copies of the rDNA repeat.

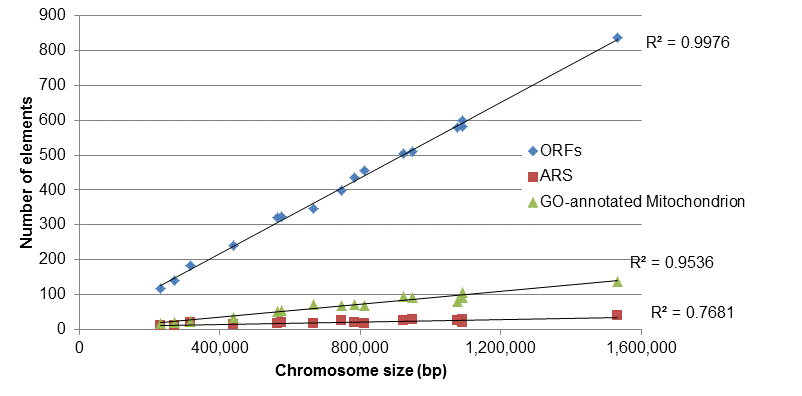
Figure S7: Numbers of ARS elements, ORFs, and genes with a mitochondrion gene ontology label correlate with chromosome size. Data on ARS and ORF numbers and chromosome size were taken from the Saccharomyces genome database Genome Inventory (Nov 03, 2011) and include all ARS and gene sequences (confirmed and putative). Genes with a mitochondrion gene ontology label were extracted using Yeastmine (<http://yeastmine.yeastgenome.org/yeastmine/template.do?name=GOTerm_Genes>; Table S4). The length of chromosome XII was calculated based on it containing only two copies of the rDNA repeat.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Figure S8 — Comparison of the total interaction frequencies for the Glucose derived GCC data (this study) and Duan et al. EcoRI derived datasets.

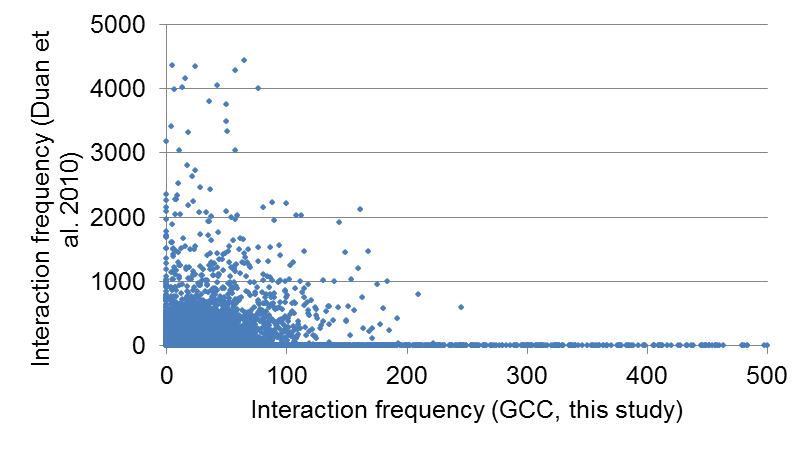

Figure S8: Comparison of the total interaction frequencies for the Glucose derived GCC data (this study) and Duan *et al.* *Eco*RI derived datasets. While there is no quantitative correlation between the interaction frequencies, the datasets shared a large number of interacting pairs (Table S4). Datasets were analysed as described (Supplementary Methods).

**References**

1. Duan Z, Andronescu M, Schutz K, McIlwain S, Kim YJ, et al. (2010) A three-dimensional model of the yeast genome. Nature 465: 363-367.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Table S1 — Mitochondrial copy number calculations.

**Table S1:** Mitochondrial copy number calculations

| Condition | Total No.  sequence reads | No. *GAL1*  aligned reads | % total *GAL1* | No. AI5γ  aligned reads | % total  AI5γ | Ratio  AI5γ:GAL1 |
| --- | --- | --- | --- | --- | --- | --- |
| Glucose | 112335584 | 733 | 0.00065 | 8937 | 0.00796 | 12.19 |
| Glycerol Lactate | 98269812 | 767 | 0.00078 | 12156 | 0.01237 | 15.85 |
| Galactose | 96838770 | 621 | 0.00064 | 12808 | 0.01323 | 20.62 |

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Table S2 — Primers and probes used in this study.

**Table S2: Primers and probes used in this study.**

Standard primers were designed using Primer3. Taqman primer and probes were designed using BioSearch Technologies RealTimeDesign online software.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Table S3 — Nuclear fragments involved in mito-nDNA interactions are enriched for regions that overlap genes with mitochondrial functions. The percentage of nuclear fragments that overlap with nuclear encoded mitochondrial genes within the complete genome was calculated and compared to the percentage of nuclear fragments involved in mito-nDNA interactions that overlap with nuclear encoded mitochondrial genes. A test of proportions (prop.test) was performed in R to determine whether the percentage difference is significant, p-values are shown.

**Table S3 Nuclear fragments involved in mito-nDNA interactions are enriched for regions that overlap genes with mitochondrial functions.**

|  | Total number of fragments | Number of fragments that overlap with nuclear encoded mitochondrial genes | Percentage (%) |
| --- | --- | --- | --- |
| Complete genome | | | |
| Restriction enzyme fragments | 13847 | 3210 | 23.18 |
| Glucose condition | | | |
| Nuclear fragments involved in mito-nDNA interactions | 96 | 30 | 31.25  (p = 0.08116) |
| Galactose condition | | | |
| Nuclear fragments involved in mito-nDNA interactions | 77 | 23 | 29.87  (p = 0.211) |
| Glycerol-Lactate condition | | | |
| Nuclear fragments involved in mito-nDNA interactions | 1138 | 353 | 31.02  (p = 2.961e-09) |

The percentage of nuclear fragments that overlap with nuclear encoded mitochondrial genes (Data S9) within the complete genome was calculated and compared to the percentage of nuclear fragments involved in mito-nDNA interactions that overlap with nuclear encoded mitochondrial genes. 

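In galactose, 20 of 77 nuclear fragments in pairs at or above the cut-off overlapped a gene of the list, or 26.0% (17.5 to 36.7). The paper reports 23. Against all nuclear fragments p was 0.478 in the test of proportions, and against the remaining ones it was 0.407 in Fisher's exact test. The interval of the galactose share shows that a difference of the size seen in glycerol lactate was not detectable at this number of fragments. The list holds 1080 nuclear genes.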

A test of proportions (prop.test) was performed in R to determine whether the percentage difference is significant, p-values are shown.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Table S4 — Comparison between the Eco RI interaction set from Duan et al. [46] and the glucose set from this study.

**Table S4: Comparison between the *Eco*RI interaction set from Duan *et al*. and the glucose set from this study.**

|  |  |  |  |  |  |  | Interactions | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  | Total | mito-nDNA |
| Number of interacting pairsa in glucose GCC set (this study): | | | | | | | 28254 | 1379 |
| Number of interacting pairs found by Duan *et al.*b: | | | | | | | 193351 | 1752 |
| Total number of interacting pairsc: | | | | | | | 202275 | 2889 |
|  | | | | | | |  |  |
| Number of shared interaction pairs between the data sets: | | | | | | | 19330 | 242 |
| Number of interaction pairs unique to the GCC data set: | | | | | | | 8924 | 1137 |
| Number of interaction pairs unique to the Duan *et al.* data set: | | | | | | | 174021 | 1510 |
|  |  |  |  |  |  |  |  |  |
| Fraction of GCC interaction pairs reproduced by Duan *et al*.: | | | | | | | 0.68 | 0.18 |
| Fraction of Duan *et al.* interaction pairs reproduced by GCC data set: | | | | | | | 0.10 | 0.14 |
| Fraction of Duan *et al.’*s 28254 strongest interaction pairs in the GCC data set: | | | | | | | 0.51 | - |
| Fraction of Duan *et al.'*s 1379 strongest mito-nDNA pairs in the GCC data set: | | | | | | | - | 0.15 |

a Interacting *Msp*I fragment pairs were mapped onto an *Eco*RI fragmented genome (Supplementary Methods).

b All *Eco*RI datasets were pooled for this analysis.

c The union of the *Eco*RI mapped GCC and Duan *et al.* interaction sets.

Noise cut-offs for the total dataset were determined to be 3 (GCC) and 5 (Duan *et al.*), therefore interactions which were identified ≥3 times in the GCC, or ≥5 times in the Duan *et al*. dataset were used in this analysis. Noise cut-offs for the Mito-nDNA interactions were calculated as ≥5 and ≥6 for the GCC and Duan *et al*. datasets, respectively.

## References

1. Duan Z, Andronescu M, Schutz K, McIlwain S, Kim YJ, et al. (2010) A three-dimensional model of the yeast genome. Nature 465: 363-367.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Table S5 — Strains used in this study.

**Table S5: Strains used in this study.**

| **Strain** | **Genotype and Comments** | **Background** |
| --- | --- | --- |
| **BY4741** | Mat**a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 | Wildtype |
| **161-U7** | 1+2+ [MATa, ade1, lys1, ura3]. Wildtype | 161-U7 |
| **161-U7 GII-0 aI5γ** | GII-0 [MATa, ade1, lys1, ura3]. No group II introns aI5γ retained | 161-U7 |
| **161-U7 GII-0** | GII-0 [MATa, ade1, lys1, ura3]. No group II introns | 161-U7 |
| ***yme1*** | Mat**a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 yme1∆::kanMX4 | BY4741 |
| ***yme2*** | Mat**a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 yme2∆::kanMX4 | BY4741 |
| ***mdv1*** | Mat**a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 mdv1∆::kanMX4 | BY4741 |
| ***mrs1*** | Mat**a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 mrs1∆::kanMX4 | BY4741 |
| ***ade2*** | Mat**a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 ade2∆::kanMX4 | BY4741 |

## References

1. Moran JV, Zimmerly S, Eskes R, Kennell JC, Lambowitz AM, et al. (1995) Mobile group II introns of yeast mitochondrial DNA are novel site-specific retroelements. Mol Cell Biol 15: 2828-2838.

2. Boulanger SC, Belcher SM, Schmidt U, Dib-Hajj SD, Schmidt T, et al. (1995) Studies of point mutants define three essential paired nucleotides in the domain 5 substructure of a group II intron. Molecular and Cellular Biology 15: 4479-4488.

3. Peebles CL, Belcher SM, Zhang M, Dietrich RC, Perlman PS (1993) Mutation of the conserved first nucleotide of a group II intron from yeast mitochondrial DNA reduces the rate but allows accurate splicing. Journal of Biological Chemistry 268: 11929-11938.

# Supplementary material for: Mitochondrial-Nuclear DNA Interactions Contribute to the Regulation of Nuclear Transcript Levels as Part of the Inter-Organelle Communication System
**Source:** PLoS One. 2012 Jan 23;7(1):e30943. doi: 10.1371/journal.pone.0030943
**Supplement:** Methods S1 — This file contains supplementary information for methods used in this manuscript.

# Supplementary methods

**Mitochondrial-nuclear DNA interactions regulate nuclear transcription.**

C.D.M. Rodleya, R.S. Granda, B. Jonesb, J.M O’Sullivanaǂ

Address: Building 11

Station Crescent Gate 4, Oteha Rohe

Old Albany Highway

Albany, Auckland

New Zealand

## Methodology for Capturing Chromosomal Interactions

### *Harvesting cells and chromatin preparation*

*S. cerevisiae* cells were cultured (30°C, 160rpm) to an OD600 of 0.600. Cultures were cross-linked in formaldehyde (1% final v/v, 10 min, RT). Cells were pelleted (3000 rpm, 3 mins, 4°C) before being washed twice in wash buffer (5 ml, 3000 rpm, 3 mins, 4°C) and suspended in 400 µl FA lysis buffer (0.05 M Hepes KOH [pH 8.0], 0.14 M NaCl, 1 mM EDTA, 1% [v/v] Triton X-100, 0.1% DOC, mini complete EDTS-free protease inhibitors [11836170001 Roche]). Cells were counted and aliquoted into residues of 0.95x109. Acid washed beads (0.4 ml) were added to 0.95x109 cells in FA lysis buffer (400 µl). Cells were vortexed (8 cycles, 30 secs, max rpm) and held on ice between cycles (30 secs). A hole was punched through the bottom of the tube with a 30 ½ G needle and the sample spun into a new tube to remove the glass beads. The chromatin sample was pelleted (13,000 rpm, 15 mins, 4°C) and washed with FA lysis buffer (400 µl, 13,000 rpm, 15 mins, 4°C) before suspension in 400 µl chromatin digestion buffer (0.01 M Tris-HCl [pH 8.0], 5 mM MgCl2, 0.1% Triton-X100). The sample was then treated with SDS (0.1% final v/v, 37°C, 15 mins) before the addition of 45 µl 11% Triton X-100 (1% final v/v) to remove all unbound SDS.

#### *Chromosome Conformation Capture (3C) Sample Preparation*

Chromatin (52.6 µl) was digested using the restriction enzyme of choice (100 µl final volume, 100 U, 37°C, 2 hrs) before being inactivated by the addition of SDS (1% final v/v) and heat incubation (65°C, 20 mins). Reactions were diluted in T4 ligation buffer (NEB, 2ml) containing Triton X-100 (1% final v/v). T4 DNA Ligase (20 U, Invitrogen) was added and the reaction incubated (16°C, 2 hrs). Samples were reverse cross-linked (65°C, O/N) in the presence of Proteinase K (3.5-5.5 ugml-1, Roche), 20 μl EDTA (0.5 M), 12 μl NaCl (5M), 1.2 μl Tris-HCl (1M). RNase A (20 μg) was added and incubated (37°C, 15 mins) prior to three Phenol:Chloroform (1:1) extractions. DNA was precipitated by addition of absolute ethanol (1 ml) with Na Acetate (40 μl, 3 M) and LPA (0.25% final v/v) and incubation (-20 °C, O/N). DNA was pelleted (13,000 rpm, 25 mins, 4°C) and washed with 70% ethanol (700 μl) before suspension in ddH2O (40 μl).

#### *Genome Conformation Capture (GCC)*

*Saccharomyces cerevisiae* (BY4741 [Mat**a** his3Δ1 leu2Δ0 met15Δ0 ura3Δ0]) was cultured (30oC, 160rpm) to an A600 = 0.6 in synthetic complete medium containing amino acid supplements and glucose (2% w/v), glycerol lactate (glycerol 1% v/v, lactate 2% v/v), or galactose (2% w/v). Chromatin was prepared using a modified 3C protocol. Briefly, cells were cross-linked (2% v/v formaldehyde, 10 mins, room temperature, with stirring) and quenched (0.125M glycine). Fifteen samples (residuals of 108 cells in 52.6 μl) were digested (37°C, 2 hrs) with *Msp*I (100 U, Fermentas) in a final volume of 100 µl. *Msp*I was inactivated by the addition of 1% SDS (final v/v) and incubation (65°C, 20 mins). Reactions were diluted in 2 ml T4 ligation buffer (NEB) containing 1% Triton X-100 and external controls added (see below) and T4 DNA Ligase (20 U, Invitrogen) was added and the reaction incubated (16°C, 2 hrs). Samples were reverse cross-linked (65°C, O/N) in the presence of Proteinase K (7-11 ug, Roche), 20 μl EDTA (0.5 M), 12 μl NaCl (5 M), 1.2 μl Tris-HCl (1 M). The second external control (pUC19) and RNase (20 μg) were added and incubated (37°C, 15 mins) prior to three Phenol:Chloroform (1:1) extractions. Samples were purified through 8 columns (Zymo Clean and Concentrator) and each eluted in 15 μl milliQ H2O. Samples were vacuum concentrated to a volume of 50 μl. DNA (5 μg in 100 μl) was sequenced using the Illumina Solexa platform (Friedrich Miescher Institute, Basel, Switzerland).

***Saccharomyces cerevisiae reference genome used in the SOAP Alignment***

The reference genome consists of the 16 *S. cerevisiae* nuclear chromosomes (NC_001133.7, NC_001134.7, NC_001135.4, NC_001136.8, NC_001137.2, NC_001138.4, NC_001139.8, NC_001140.5, NC_001141.1, NC_001142.7, NC_001143.7, NC_001144.4, NC_001145.2, NC_001146.6, NC_001147.5, NC_001148.3) as well as the mitochondrial genome (NC_001224.1) and the 2-micron plasmid (YSCPLASM), pUC19 and the ligation control sequences.

***Quantitative 3C Analyses***

Quantitative 3C was performed using Taqman PCRs to analyze the interaction frequency between two *MspI* fragments (nDNA-nDNA, interaction between loci located on Chromosomes VII (bp 868673-873686) and IX (bp 172565 – 173311); Mito-nDNA, interaction between loci located on the Mitochondrial genome (bp 24872 – 26193) and Chromosome XVI (bp 365496-365760)) which were identified by GCC analysis (for primer and fluorescent probe sequences see Table S2).

***Production of external controls for random ligation events***

External controls were produced by the PCR amplification of short regions from the *E. coli* and Lambda phage genomes. Primers (Table S2) were designed to include an *MspI* site at one end of the final product. PCR products were digested with *MspI* (37°C, 2hrs) prior to column purification (Zymo Clean and Concentrator). Purified, digested PCR products were introduced into the GCC samples at a 1:1 ratio with the nuclear genome (unique region) prior to the ligation step during GCC preparation of the glucose and galactose samples. The *E. coli* fragment was introduced into the glucose samples and resulted in 10 ligation events to MspI restriction fragments including eight regions on the nuclear genome, one from the YSCPLASM and one from the mitochondrial genome. The Lambda phage fragment was introduced into the galactose samples and resulted in 50 ligation events with *MspI* fragments including 37 nuclear genome fragments and 13 mitochondrial fragments. 

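In the uniquely mapped galactose table, 50 counts joined the Lambda fragment to the genome. Of these, 37 had a nuclear partner and 13 a mitochondrial one, the latter in 11 pairs. The mitochondrial share was 26.0% (15.9 to 39.6). Among partners of nuclear fragments on other chromosomes, the mitochondrial share was 3.49%.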

No ligation events between external ligation controls and the *S. cerevisiae* genome complement occurred at levels deemed significant.

***Statistical Analyses***

Statistical calculations were performed on datasets in which the sequences could be uniquely positioned on the reference genome. Where the analysis was concerned with connections between elements considered repetitive (*i.e*., the rDNA, mtDNA and 2-micron plasmids) the copy numbers of the elements was corrected for. Connections between unique sequences and connections involving repetitive elements were analyzed separately. Where we analyzed connections between unique loci on the nuclear genome and the mitochondrial genome we considered the mitochondrial genome as unique, as the nuclear genome is the limiting factor. Values for copy number correction were determined from: 1) published reports of the frequencies of these elements within *S. cerevisiae* ; and 2) the frequency of these elements in the GCC sequence files that were returned from the sequencing centres.

During the preparation of the GCC samples random ligation events occur. These events occur during the ligation following restriction enzyme digestion and during the sequencing preparation steps (*i.e*., linker addition during sequencing library preparation). Thus, our null hypothesis is that all interactions we identified are a result of random ligation events, or that there are only random ligations. In an attempt to control for this, two steps were included in our analyses. 1) External controls were added during the GCC library preparation to obtain estimates of the rates of inter-molecular ligation events. 2) We perform statistical analyses to determine whether our GCC dataset is something other than random. To achieve this we performed 100,000 simulations of random pairings (we performed these simulations previously to establish the GCC method, but have repeated them here for these new datasets). Each individual simulation contained the same total number of interactions as the GCC dataset. The maximum count over 100,000 simulations was 6 for the glycerol lactate condition, and 5 for the other two conditions (Table 1). In our real dataset the maximum count we observe for any pairing is 14 for the glucose condition, 32 for galactose and 41 for glycerol lactate (Table 1). Therefore, we conclude that the interaction patterns cannot be attributed to noise alone under any of the conditions, in each case with a p-value less than 10-5. Glucose is used as an example below.

***Glucose example for establishing whether the GCC dataset differs from random***

There are 133 mitochondrial segments and 11059 nuclear segments that participate in an interaction; a total of N = 30905 interactions were observed. 100,000 simulations of random pairings, with each segment having equal probability p to pair to another, were performed. In an individual simulation the maximum count for an observed pairing was 5 and only 5 of the 100,000 simulations achieved this value. In our real dataset we observe a maximum count of 14 for an observed pairing. We never observed a maximum count of 14 during our simulations and therefore we conclude that our dataset is non-random with a p-value less than 10-5.

Next we wanted to know which of our individual interactions are above experimental noise. It is justified to assume the pairings are independent and therefore the number of times one specific pairing occurs is a binomially distributed random variable. Let S1 and S2 be the number of mitochondrial and nuclear segments, respectively, which participate in at least one interaction. We calculate the probability P(X≥k) where N is number of observed pairings and p is 1 divided by S1 multiplied by S2, for one specific pairing to occur k or more times. L is then S1 multiplied by S2, being the number of possible pairings and we expect to see L∙P(X≥k) pairings occurring k or more times by chance. This provides us with the expected number of false positives. 

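Over all but the external controls, 38.3 pairs at or above a count of 3 were expected from the binomial tail in glycerol lactate, against 1400 observed nuclear pairs, or 2.73%. In galactose, 1.74 were expected against 138 observed, or 1.26%. At a cut-off of 2 the expected share was 24.9% and 19.3%, and at 4 it was 0.145% and 0.0194%.
When both sets of fragment totals were kept exactly, the expected number of Mito-nDNA pairs at or above 3 was 143 in glycerol lactate and 11.0 in galactose. This model was chosen after the data were seen. The Poisson tail on the product of totals, chosen earlier, overstated the expectation in simulated data with random pairing, where the observed number was 0.793 of the expected one. With each library's own totals as probabilities, this was 0.809 in glycerol lactate and 0.574 in galactose, against 1.00 and 0.918 with totals kept exactly (means of 50 simulated networks). After Benjamini-Hochberg adjustment over all possible pairs, 146 and 4 pairs had an adjusted p under 0.05.

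**Figure D2:**
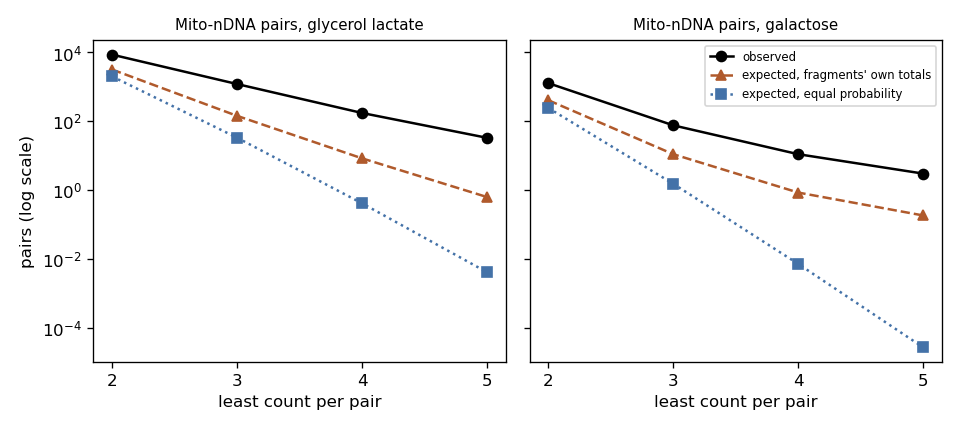
Number of Mito-nDNA pairs (vertical log axis) at or above each least count per pair (horizontal axis) in glycerol lactate and galactose. Points show observed pairs, pairs expected with fragment totals kept exactly, and pairs expected with equal probability, and the observed points lie above both.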

The value k has to be chosen in such a way to provide an acceptable number of false positives and consequently an acceptable false positive rate (see Table 2). k=3 was selected as an acceptable noise cut-off value for each of our samples (Bold).

***GCC copy number determination and statistical analysis of repetitive elements***

Repetitive elements are those genomic features which occur more than once within the genome (*e.g.,* the mitochondrial genome, the rDNA and 2 micron plasmid). We were expressly interested in the interactions between the mitochondrial genome and the nuclear rDNA repeats. We calculated copy numbers for these elements in our samples by aligning the sequence files against sections of these elements (Table S1 and S8).

Mitochondrial copy numbers (Table S1) were calculated for the GCC samples by aligning the complete sequence files against: 1) a unique nuclear element (*GAL1*; Chr II: 279790-279909) and 2) a section of the mitochondrial genome (AI5γ; Mito: 25535-25654; Supplementary Methods). The ratio of mitochondrial sequences to the unique nuclear element was calculated by dividing the percentage of sequence tags that mapped to the AI5γ element by the number of sequences that mapped to the *GAL1* element. Copy number ratios are shown below. This method for empirically calculating mitochondrial copy number makes two key assumptions: 1) that the amount of the AI5γ present in each sample is a true representation of mitochondrial genome copy number; 2) that mitochondrial genome loss is not condition dependent but rather stochastic during sample preparation.

Ribosomal DNA copy numbers (Table 3) were calculated in a similar manner using rDNA (Chr XII: 460517-460612) and *GAL1* (Chr II: 279790-279909) sequences. These calculations resulted in rDNA copy numbers within the expected range .

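In the tables of all mapped sequences, Mito-rDNA pairs of any count numbered 6056 in glycerol lactate and held 34954 counts between 154 mitochondrial and 45 rDNA fragments. In galactose they held 11709 counts. The highest count of a pair in glycerol lactate was 52. In the uniquely mapped table of glycerol lactate, 5 rDNA fragments were seen with mtDNA, with 1822 counts.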

Interactions between the mitochondrial genome and nuclear rDNA repeats were isolated and subjected to binomial analysis with copy number corrections included (Table 4). The copy numbers for the mitochondria and rDNA were calculated as above, and were integrated into the binomial calculations by altering the number of interacting segments for the probability calculation p (*e.g.* there were 151 mitochondrial *MspI* fragments involved in an interaction, the copy number was found to be 12.19236, thus 151*12.19236 = 1841 mitochondrial fragments). The interaction value cut-off for individual pairings above noise, for each condition, is 3 and is indic*a*ted in Table 4 (bold).

***Sequence Population Statistics***

We wanted to know whether our sequences obtained from the Illumina genome analyser were representative of the *S. cerevisiae* genome. From published reports of copy number we calculated how many base pairs the whole genome complement is and therefore what percentage specific genomic elements should encompass (Table 5). The number of base pairs in the yeast genome complement was calculated by the addition of the 16 yeast chromosomes at a copy number of 1, the rDNA repeats (9.1kb) at a copy number of 200, the mitochondrial genome and 2 micron plasmid at a copy number of 50, for a total of 18,563,326 bp. The sequence files were aligned against the *S. cerevisiae* genome to determine the total number of sequences which could be aligned. We then aligned the sequences against a number of different genomic features to compare the percentage the particular feature should make up against the percentage of sequences which could be aligned against the same feature. The reference genes (housekeeping) were obtained by batch download from the SGD website. The set consisted of 646 verified ORFs across all chromosomes that were between 400-500 amino acids in size. Sequences are available upon request. Table 5 summarises the sequence population statistics.

## Analysis of data published by Duan et al.

The paired end sequences were aligned to the *Saccharomyces cerevisiae* reference genome using SOAP allowing no mismatches and excluding sequences with unidentified nucleotides. The resulting sequence pairs then had to pass a further filtering step: Only if a restriction site of the primary restriction enzyme of the respective experiment lay within 7bp of at least one of the ends of each sequence then the pair was used for further analyses (Data S1-S5).

In order to enable a comparison of our glucose GCC dataset with that of Duan *et al*., both datasets need to use the same genome fragmentation. Given that the *Msp*I fragments are generally smaller than the *Eco*RI and *Hin*dIII genomic fragments, we mapped our data onto an *Eco*RI or *Hin*dIII fragmented genome to minimize boundary effects. The interaction frequencies of *Msp*I fragments that over-lapped *Eco*RI or *Hin*dIII fragments were assigned proportional to the length of the overlap.

Adjacent interactions within the *Msp*I data set were removed prior to mapping onto the *Eco*RI and *Hin*dIII fragments. This avoids the generation of large numbers of false self-ligation products in the re-mapped data. Moreover, it is impossible to determine if adjacent interactions result from a protected restriction site or a digestion and ligation reaction. Therefore, we removed all adjacent interactions from Duan *et al*. and any that resulted from the GCC re-mapping procedure.

False detection rates and noise cut-offs were calculated for the *Eco*RI and *Hin*dIII datasets according to the method outlined for the GCC data. Noise cut-offs are shown in Table S4.

## Blastn comparisons of fragments in interaction pairs.

Genomic sequences for all restriction fragments involved in mito-nDNA interactions within the glucose unique interactions dataset were obtained from the reference genome sequence. The smaller restriction fragment from each interaction pair was compared to the longer fragment by blastn using default parameters. The length, score, and evalue for each comparison was recorded. Comparisons that showed no similarity were given an evalue score of 10. Results are presented in Data S6.

# References

1. Rodley CDM, Bertels F, Jones B, O'Sullivan JM (2009) Global identification of yeast chromosome interactions using Genome conformation capture. Fungal Genetics and Biology 46: 879-886.

2. Cui H, Ghosh SK, Jayaram M (2009) The selfish yeast plasmid uses the nuclear motor Kip1p but not Cin8p for its localization and equal segregation. The Journal of Cell Biology 185: 251-264.

3. Williamson DH, Fennell DJ (1979) Visualization of yeast mitochondrial dna with the fluorescent stain "DAPI". In: Sidney Fleischer LP, editor. Methods in Enzymology: Academic Press. pp. 728-733.

4. Kobayashi T, Heck DJ, Nomura M, Horiuchi T (1998) Expansion and contraction of ribosomal DNA repeats in Saccharomyces cerevisiae: requirement of replication fork blocking (Fob1) protein and the role of RNA polymerase I. Genes & Development 12: 3821-3830.

5. Kobayashi T, Heck DJ, Nomura M, Horiuchi T (1998) Expansion and contraction of ribosomal DNA repeats in Saccharomyces cerevisiae: requirement of replication fork blocking (Fob1) protein and the role of RNA polymerase I. Genes Dev 12: 3821-3830.

6. Duan Z, Andronescu M, Schutz K, McIlwain S, Kim YJ, et al. (2010) A three-dimensional model of the yeast genome. Nature 465: 363-367.

7. Li R, Li Y, Kristiansen K, Wang J (2008) SOAP: short oligonucleotide alignment program. Bioinformatics 24: 713-714.

8. Li R, Li Y, Kristiansen K, Wang J (2008) SOAP: short oligonucleotide alignment program. Bioinformatics 24: 713-714.

# Tables

**Table 1: Empirical and simulated interaction counts for the GCC libraries in this study.**

| **Sample** | **Glucose** | **Glycerol Lactate** | **Galactose** |
| --- | --- | --- | --- |
| **No. Mitochondrial Segments** | 133 | 132 | 131 |
| **No. Nuclear Segments** | 11059 | 12825 | 10748 |
| **No. Interactions Observed** | 30905 | 88107 | 27596 |
| **No. Simulations** | 100000 | 100000 | 100000 |
| **Simulated max count** | 5 | 6 | 5 |
| **No. Simulations Reaching this Count** | 5 | 2 | 2 |
| **Observed max count** | 14 | 41 | 32 |
| **p-value** | < 10-5 | < 10-5 | < 10-5 |

**Table 2: False positive rate calculations for GCC libraries in this study.**

| **Sample** | **k** | **N** | **p** | **P(X≥k)** | **L** | **L∙P(X≥k) Expected number of false positives** | **False Positive Rate** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Glucose** | 2 | 30905 | 1/(133*11059) | 2.16E-04 | 1470847 | 317.9225032 | 317.92/1590=0.200 |
| **Glucose** | **3** | **30905** | **1/(133*11059)** | **1.51E-06** | **1470847** | **2.226555129** | **2.23/172=0.012** |
| **Glucose** | 4 | 30905 | 1/(133*11059) | 7.95E-09 | 1470847 | 0.011694801 | 0.012/68=1.76E-4 |
| **Glycerol Lactate** | 2 | 88107 | 1/(132*12825) | 1.29E-03 | 1692900 | 2176.467784 | 2176.47/8884=0.245 |
| **Glycerol Lactate** | **3** | **88107** | **1/(132*12825)** | **2.23E-05** | **1692900** | **37.75726218** | **37.76/1400 = 0.027** |
| **Glycerol Lactate** | 4 | 88107 | 1/(132*12825) | 2.90E-07 | 1692900 | 0.491252849 | 0.49/343=0.001 |
| **Galactose** | 2 | 27596 | 1/(131*10748) | 1.88E-04 | 1407988 | 265.0223343 | 265.02/1384=0.191 |
| **Galactose** | **3** | **27596** | **1/(131*10748)** | **1.23E-06** | **1407988** | **1.732331339** | **1.73/138 = 0.013** |
| **Galactose** | 4 | 27596 | 1/(131*10748) | 6.03E-09 | 1407988 | 0.008487333 | 0.0085/44=1.93E-4 |

**Table 3: Ribosomal DNA copy number calculations**

| Condition | Total No.  sequence reads | No. *GAL1*  aligned reads | % total *GAL1* | No. rDNA  aligned reads | % total  rDNA | Ratio  rDNA:GAL1 |
| --- | --- | --- | --- | --- | --- | --- |
| Glucose | 112335584 | 733 | 0.00065 | 103881 | 0.092 | 141.72 |
| Glycerol Lactate | 98269812 | 767 | 0.00078 | 95001 | 0.097 | 123.86 |
| Galactose | 96838770 | 621 | 0.00064 | 85548 | 0.088 | 137.76 |

**Table 4: Interaction cut-offs and false positive rates for mitochondrial-rDNA interactions analysed in this study.**

| **Sample** | **k** | **N** | **p** | **P(X≥k)** | **L** | **L∙P(X≥k) Expected number of false positives** | **False Positive Rate** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Glucose** | 3 | 21358 | 1/(1841*6377) | 1.00E-09 | 11740057 | 0.011763502 | 5.06175E-06 |
| **Glycerol Lactate** | 3 | 33576 | 1/(2425*5574) | 2.54948E-09 | 13516950 | 0.034461207 | 7.49157E-06 |
| **Galactose 2010** | 3 | 11709 | 1/(3135*6199) | 3.6427E-11 | 19433865 | 0.000707917 | 4.52632E-07 |

**Table 5: Population statistics for the sequences used in this study.**

|  | **% of Genome (18,563,326)a** | **% of Glucose Sequences (101,767,324)†** | **% of Glycerol Lactate Sequences (89,904,522) †** | **% of Galactose Sequences (88,316,472) †** |
| --- | --- | --- | --- | --- |
| **CEN** | 0.010 | 0.004 | 0.005 | 0.004 |
| **TEL** | 0.758 | 1.319 | 1.379 | 1.345 |
| **rDNA 200** | 9.804 | 15.943 | 15.261 | 13.535 |
| **Housekeeping** | 4.755 | 6.702 | 6.800 | 7.015 |
| **YSCPLASM (50)** | 1.702 | 2.428 | 2.256 | 2.274 |
| **Mitochondria (50)** | 23.104 | 3.207 | 5.791 | 5.299 |

a The size of the *S. cerevisiae* genome in base pairs including 200 rDNA repeats, 50 mitochondria, and 50 2 micron plasmids. **†** The subset of sequences which could be positioned on the *S. cerevisiae* genome with no mismatches. Chastity filtered sequence files for each condition (glucose, glycerol lactate and galactose) were aligned against the *S. cerevisiae* genome, using the alignment algorithm SOAP to obtain the total number of sequences which could be aligned. The sequence files were then aligned against genomic features to ascertain whether the sequences were a good representation of the *S. cerevisiae* genome. Using published reports of copy number and the reference genome we calculated the likely percentage these features contribute to the total genome complement. We then determined what percentage these features amounted to in the sequence files. Only the centromeric and mitochondrial sequences were lower than expected.

How the deposited data were processed for this re-analysis (not part of the article)

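Genome conformation capture counts of MspI fragment pairs were analysed for cells grown in glycerol lactate and in galactose, with 1 combined library of 2 biological replicates per condition. The counts in the tables were made by the authors. Per the paper's main Methods, they positioned paired-end reads with SOAP without mismatches and assembled fragment pairs with Topography. The values are counts as deposited, without normalization. Each condition has a table of uniquely mapped and a table of all mapped sequences. Each pair of different fragments is listed in both orders, which was checked on every line of the 4 tables, with 0 lines lacking an equal mirror, and each pair was counted once.

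Fragments were assigned to the nuclear chromosomes, mitochondrial DNA, the 2-micron plasmid, pUC19 and the ligation controls by the reference sequence named in the tables, and genes were taken from the annotation column of the tables. The labels of the conditions were checked against the part of Data S7 at hand, where 1229 of 1229 pairs had the count of their own condition and 406 also had that of the other one. Mito-nDNA pairs exclude the rDNA, the 2-micron plasmid and the external controls. Total counts per library are given with the data in the text. They limit the precision of shares through counting error.

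The noise cut-off of 3 counts and the binomial tail follow Methods S1. The largest count was tested with 100000 simulations of random pairing. Shares have 95% Wilson intervals, and ratios of counts have intervals on the log scale. Both treat counts as independent, which counts within a pair are not. Differences between the libraries were tested with Fisher's exact test, correlations across the 16 chromosomes with 100000 permutations, uniformity with 100000 simulations, and overlap with genes of Data S9 with a test of proportions, Fisher's exact test and 10000 draws matched in 20 length classes. For this overlap the test of proportions compared with all nuclear fragments, and Fisher's exact test with those outside the tested set. Equal depth was made by 1000 draws without replacement. Fragment pairs and fragments are named by a rule set in advance: those the paper names and, in each condition, the 3 Mito-nDNA pairs with the highest counts and the 3 nuclear fragments with the highest summed counts at or above the cut-off.

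The tests were tested on simulated data. With the fragments' totals kept exactly, the observed number of pairs was 0.992 of the expected one under random pairing. Of 200 planted pairs with 4 added counts, 174 were recovered. The Poisson tail, which was set in advance, gave 0.793 in place of 0.992, so expected numbers from fragment totals use the hypergeometric tail, a choice made after the data were seen. Both tails were then run on 50 random networks per library with that library's own totals as probabilities.

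A list of 41 alternatives was set before the data were examined. They cover the cut-off, the mapping of sequences, the plasmid and chromosome ends, the model of random pairing, the denominators, distinct pairs in place of summed counts, the sections, the assignment to genes and the background of the overlap. The glucose network, quantitative 3C and transcript measurements were not analysed here, and no correction for the copy number of the rDNA or of mitochondrial DNA was applied.

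Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used, with random seed 7.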

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

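The test of the plasmid's partners was chosen after its pairs with mitochondrial DNA were seen. The 2-micron plasmid, which the paper removes from its Mito-nDNA interactions without reporting its counts in the results, formed 370 pairs with mitochondrial DNA at or above a count of 3 in glycerol lactate and 70 in galactose. It was singled out as a signal in data the paper did not report, above the external controls, of which 0 pairs reached that count in the same tables. Its counts with mitochondrial DNA were 2375 and 840, or 376 and 133 per kb of plasmid, 54.0-fold and 60.9-fold the Mito-nDNA counts per kb of nuclear DNA.

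The plasmid's copy number would raise its count with any partner. Plasmid counts per nuclear count were 2.83% among partners of mitochondrial fragments and 2.66% among partners of nuclear fragments in glycerol lactate, a ratio of 1.06 (1.02 to 1.11). In galactose they were 3.19% and 2.81%, a ratio of 1.13 (1.06 to 1.22). These ratios are consistent with a plasmid that is captured more often with every partner, and leave little that is particular to mitochondrial DNA. The number of plasmids per cell was not measured, and a biological difference between the carbon sources was not tested for the plasmid.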

How the results depend on the processing

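No paired analysis was possible because the replicates were pooled and the tables carry no replicate numbers. Leaving out each replicate was not run for the same reason. Of 136 results under an alternative, 98 of them under alternatives set before the data were examined, 56 were the same, 70 moved, 3 were weaker, 1 was stronger and 6 were reversed. For each change below the cause was not tested.

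Glycerol lactate against galactose, the number of Mito-nDNA pairs at or above the cut-off (1208 and 76) became 8656 and 1282 at a cut-off of 2 (ratio 6.75), 174 and 11 at 4, and 33 and 3 at 5 (ratio 11.0). Summed counts (3879 and 278) became 18775 and 2690 (ratio 6.98), 777 and 83 (9.36), and 213 and 51 (4.18). With all mapped sequences, pairs were 1876 and 451 (4.16) and summed counts 19693 and 14610 (1.35). With the 2-micron plasmid kept, galactose had 146 pairs and 545 counts, and the ratios were 10.8 and 10.3. With uniquely mapped rDNA kept, chosen after seeing the data, it had 138 and 559, and the ratios were 10.1 and 10.0. Expected counts from the product of totals left 89 and 4 pairs (ratio 22.3), and totals kept exactly, chosen after seeing the data, left 146 and 4 (ratio 36.5). The ratio stayed above 1 in all of these.

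At equal Mito-nDNA depth the ratio was 0.709, and matching on counts between nuclear chromosomes reversed it to 86.4. The total of Mito-nDNA counts differs between the libraries, and whether that total is itself part of the carbon source effect cannot be settled with 1 library per condition.

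The largest glycerol lactate count, of a Mito-rDNA pair, exceeded equal-probability simulations, whose largest was 6, and fell below the median of simulations in proportion to totals, whose largest was 84. A permutation with totals kept exactly, chosen after seeing the data, also gave a largest count of 84 (p = 0.967).

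The Mito-rDNA share (89.4% in glycerol lactate, 96.3% in galactose) was 79.3% and 95.4% for distinct pairs, 64.6% and 78.6% at a cut-off of 2, 97.5% and 98.4% at 4, and 29.4% and 30.8% without one. Under alternatives chosen after seeing the data it was 54.5% and 85.0% with Mito-rDNA as pairs and Mito-nDNA as counts, 30.8% and 50.3% with uniquely mapped rDNA alone, and 89.9% and 97.3% with the reference copies merged. It was higher in galactose under each of these, all of which take Mito-nDNA from uniquely mapped sequences. With Mito-nDNA from all mapped sequences too, chosen after seeing the data, the share was 62.5% and 33.0%, and the difference of galactose from glycerol lactate reversed to -29.5 points. Without a cut-off it was 21.5% and 18.1%, also reversed (-3.33 points). On distinct pairs it was 71.2% and 77.8%, 6.60 points higher in galactose. The direction between conditions therefore depends on the mapping used for Mito-nDNA.

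The Mito-nDNA share of all counts (2.61% and 1.13%) was 29.3% and 6.29% among counts between chromosomes and 13.3% and 2.75% without self and adjacent pairs. The length correlation in galactose was 0.349 at a cut-off of 4 (p = 0.185). Uniformity along mtDNA, as chi-squared per df, was 6.36 in galactose and 1.14 on distinct pairs (p = 0.321); with 76 pairs this test has few counts.

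The share in mitochondrial genes in glycerol lactate was 40.8% by fragment midpoint, 24.4% without a cut-off, and 31.1% for protein-coding genes, chosen after seeing the data. In galactose it was 48.2% on distinct pairs, 30.8% without a cut-off and 49.6% for protein-coding genes. The excess overlap with genes of mitochondrial function in glycerol lactate, 6.07 points, was 0.708 points when most of the fragment had to be covered (Fisher's exact test, p = 0.475). In galactose it was 4.01 points, reversed to -3.58 under that rule (p = 0.508), and passed the threshold at a cut-off of 2, with 3.48 points (p = 0.0030, Fisher's exact test for both). Pairs of the external controls in all mapped sequences were 21 and 5 for pUC19 and 77 for Lambda, against 10, 1 and 47 in uniquely mapped ones.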

Differences from the paper's values

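Mito-rDNA interactions at or above the cut-off summed to 32811 counts in glycerol lactate against the paper's 4274, and to 7195 in galactose against the paper's 1512. A value up to 1.5-fold above or below the paper's was taken as within the limit, so such a match is approximate. Distinct pairs in place of summed counts, set before the data were examined, gave 4639 and 1581, within this limit. They count the 2 reference copies of the repeat apart and were not recounted with the copies merged. Cut-offs of 2 and 4 and no cut-off did not close the gap. Together with Mito-nDNA interactions, the totals were 36690 against the paper's 8153 and 7473 against the paper's 1780. Distinct pairs gave 5847 and 1657, and the same other alternatives did not close the gap. The Mito-rDNA share in glycerol lactate was 89.4% against the paper's 52.4%. A cut-off of 2 gave 64.6%; distinct pairs, a cut-off of 4 and no cut-off did not close the gap. Mito-rDNA as distinct pairs with Mito-nDNA as summed counts, chosen after seeing the values, gave 54.5% in glycerol lactate and 85.0% in galactose, with totals of 8518 and 1859, all within the limit. Uniquely mapped rDNA alone, also chosen after seeing the values, gave a total of 5607 in glycerol lactate, within the limit, and 559 in galactose, which is not. Mito-nDNA from all mapped sequences too, also chosen after seeing the values, gave 62.5% in glycerol lactate, within the limit, but 33.0% in galactose against the paper's 84.5%; its distinct pairs, chosen likewise after seeing the values, gave 71.2% and 77.8% with totals of 6515 and 2032, within the limit. Mito-nDNA interactions were 3879 and 278 under the main setting, as in the paper. Nuclear fragments overlapping a listed gene were 319 and 20 against the paper's 353 and 23. Among all nuclear fragments they were 3041 against 3210. These are within the limit but do not match.

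The largest number of pUC19 pairs in a library was 10 against the paper's 6. All mapped sequences, set before the data were examined, gave 21 and did not close the gap. In the table of all mapped sequences, the galactose library alone held 6 pUC19 counts, which equals the paper's value, a comparison chosen after seeing the values. The mitochondrial genome was joined into 116 sections in glycerol lactate and 36 in galactose against the paper's 58. Distinct pairs gave 85 sections in glycerol lactate, within the limit; sections of at least 10 expected interactions and no cut-off did not close the gap. In galactose none of the alternatives set before the data were examined closed the gap; the expectation by the number of MspI fragments in place of length, chosen after seeing the values, gave 46 sections, within the limit, and gave 233 in glycerol lactate, which is not. The excess of COX1 interactions in galactose was 17.0 percentage points against the paper's 7. In galactose, 32 counts came from 1 pair, mtDNA 17290 to 24261 with the RSM7 fragment, and the excess without it was not computed. The alternatives for COX1 were chosen after seeing the values. Distinct pairs gave 9.73 points, within the limit. Assignment by midpoint (17.2 points) and no cut-off (3.41 points) did not close the gap.

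The paper states that the larger share of mitochondrial ORFs in galactose is not significant. The difference was 20.2 points (Fisher's exact test between the libraries, p = 3.3e-11) and 13.6 points on distinct pairs (p = 0.0182, the same exact test). Neither counts nor pairs are independent, since counts share pairs and pairs share fragments. The paper describes Mito-rDNA interactions as evenly spread along the repeat; counts per kb on fragments of at least 100 bp ran from 1539 to 22794 in glycerol lactate, and counts per fragment over a 2.10-fold range. The paper places all control ligations below the noise cut-off; this held in uniquely mapped sequences, and 4 Lambda pairs and 2 pUC19 pairs reached it in all mapped sequences.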

Other observations

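The amplification and Lambda partner tests were chosen after the results they bear on were seen. The equal-depth comparison was set in advance, and what it would show under each explanation was written after its result was seen. In addition, the model with totals kept exactly was chosen after the data were seen.

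The gap in Mito-nDNA pairs at or above the cut-off between glycerol lactate and galactose could come from the unequal number of Mito-nDNA counts, since a fixed cut-off passes more pairs in a library with more counts. At the galactose total, glycerol lactate counts gave 53.9 pairs on average against 76. Matching on counts between nuclear chromosomes gave a ratio of 86.4 in the other direction. Neither comparison sets the numbers of reads equal. The total of Mito-nDNA counts is 3.19-fold higher in glycerol lactate and this difference stays open as biological or technical: read totals differ little, but the libraries differ in how counts divide between adjacent and distant fragments, with 80.3% and 58.0% on adjacent ones.

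Fragments that are captured often would pair often by chance. Under the model set in advance, the product of totals, the observed number of Mito-nDNA pairs at or above 3 was 6.53 times the expected one in glycerol lactate and 3.64 times in galactose; with each fragment's total kept exactly it was 8.42 and 6.91 times. In random pairing with each library's totals the first model gave 0.809 and 0.574 in place of 1. Both sets of ratios argue against this as the whole cause. Counts repeated by amplification would add such pairs and remain a candidate explanation. Of the Lambda counts, 6% repeated a pair (2.06 to 16.2), against 12.1% of Mito-nDNA counts in glycerol lactate and 5.35% in galactose. With 50 Lambda counts, even 0 repeats would allow up to 7.13%, above the galactose share, so in galactose amplification cannot be told apart from repeated interactions. The Lambda control was in the galactose library only and does not test glycerol lactate. Among counts between nuclear chromosomes, 9.86% repeated a pair in glycerol lactate, below the Mito-nDNA share. In galactose it was 6.18%, above that share. Such pairs can hold repeated interactions as well as amplified copies, so they do not settle the question in either library.

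Ligation between unconnected molecules may contribute to Mito-nDNA counts in galactose. Of the Lambda counts, 26% had a mitochondrial partner (15.9 to 39.6), against 3.49% of the partners of nuclear fragments on other chromosomes. This shows that mitochondrial DNA was available to a fragment added before ligation. It does not give the share of Mito-nDNA counts that arose so.

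The excess overlap of glycerol lactate fragments with genes of mitochondrial function is in part a matter of fragment length: length-matched draws gave 25.0% on average, between 22.0% for all fragments and 28.0% observed, and the remainder was outside most draws (two-sided p = 0.0138, permutation of fragments). In galactose, 26.0% was observed and 25.8% drawn.

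The RSM7 fragment held 17.6 times the share of galactose Mito-nDNA counts that it held of counts between nuclear chromosomes. It stands out by these same Mito-nDNA counts, so a high ratio was partly given in advance. Of its 47 counts, 32 were in 1 pair. By counts between nuclear chromosomes it ranked 2131 of 13197 fragments, so it was not among those captured most often with other nuclear chromosomes. Across nuclear fragments, Mito-nDNA counts followed counts between nuclear chromosomes with Spearman's rho of 0.358 in galactose and 0.613 in glycerol lactate, across fragments, which are not independent replicates. Whether capture differences explain the spread of Mito-nDNA counts cannot be told apart from other sources, since the rank correlation is high in 1 library only.

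The pairs the paper studied by quantitative 3C had a count of 0 in both conditions and in both mappings: COX1 (mtDNA 24873 to 26193) with MSY1 (chromosome XVI 365497 to 365760), mtDNA 65784 to 65904 with the RSM7 fragment, and chromosome VII 868674 to 873686 with chromosome IX 172556 to 173311. The MSY1 fragment was seen with 30 other fragments in glycerol lactate and 100 in galactose, and the COX1 fragment with 917 and 483. The paper took COX1-MSY1 from an earlier glucose network. In its comparison with Duan et al. it reports both Mito-nDNA pairs above or slightly under the cut-off. The glucose network was not analysed here, and a count of 0 does not show that these interactions were absent.

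In all mapped sequences, mtDNA 40385 to 41560 (COB, BI4) had counts of 2562 and 2507 in glycerol lactate with telomeric fragments of chromosomes IX and X, and of 2612 and 2648 in galactose. The same pairs had 0 counts in uniquely mapped sequences. No explanation was tested.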
